# ASIC1a affects hypothalamic signaling and regulates the daily rhythm of body temperature in mice

**DOI:** 10.1038/s42003-023-05221-2

**Published:** 2023-08-17

**Authors:** Zhong Peng, Panos G. Ziros, Tomaz Martini, Xiao-Hui Liao, Ron Stoop, Samuel Refetoff, Urs Albrecht, Gerasimos P. Sykiotis, Stephan Kellenberger

**Keywords:** Neurophysiology, Homeostasis

## Abstract

The body temperature of mice is higher at night than during the day. We show here that global deletion of acid-sensing ion channel 1a (ASIC1a) results in lower body temperature during a part of the night. ASICs are pH sensors that modulate neuronal activity. The deletion of ASIC1a decreased the voluntary activity at night of mice that had access to a running wheel but did not affect their spontaneous activity. Daily rhythms of *thyrotropin-releasing hormone* mRNA in the hypothalamus and of *thyroid-stimulating hormone β* mRNA in the pituitary, and of *prolactin* mRNA in the hypothalamus and pituitary were suppressed in ASIC1a^−/−^ mice. The serum thyroid hormone levels were however not significantly changed by ASIC1a deletion. Our findings indicate that ASIC1a regulates activity and signaling in the hypothalamus and pituitary. This likely leads to the observed changes in body temperature by affecting the metabolism or energy expenditure.

## Abstract (web summary)

Global deletion of acid-sensing ion channel 1a (ASIC1a) in mice leads to lower body temperature during a part of the night as well as changes in the daily rhythm of hypothalamic signaling.

## Introduction

In mammals, the body temperature is actively controlled and follows a circadian rhythm. The hypothalamus senses the body temperature and controls the balance of heat production and loss. The latter is achieved by adjusting food intake, metabolism, and energy expenditure through hormonal and neuronal mechanisms. Endocrine regulation of heat production can involve the hypothalamic-pituitary-thyroid (HPT) axis. The HPT axis is under the control of the suprachiasmatic nucleus (SCN)^1^. The circadian timing system comprises a central pacemaker located in the SCN of the hypothalamus and peripheral oscillators (tissue clocks)^2^. External stimuli such as light influence the SCN via the retinohypothalamic tract from the retina to adjust circadian rhythms to the daily light-dark cycle.

In this study, we examined the impact of the acid-sensing ion channel (ASIC) 1a on daily rhythms, and notably on body temperature regulation. ASICs are non-voltage-gated Na^+^ channels of the nervous system that are activated by extracellular acidification^3,4^. ASICs of the CNS are homo- or heterotrimers comprised of ASIC1a, ASIC2a, and/or ASIC2b^5^. ASIC1a confers high pH sensitivity to brain ASICs^6^. It is distributed throughout the central and peripheral nervous systems, participating in fear conditioning^7^ and synaptic transmission and plasticity^6,8^. Dysfunction of ASIC1a is associated with the development of diverse neurological diseases, including neurodegeneration after ischemic stroke^9^ and neurodegenerative diseases^10^. The activation of ASICs induces action potentials (APs) and leads to the excitation of neurons^11,12^. The Ca^2+^ influx induced by the activation of ASIC1a leads to the activation of diverse signaling pathways^13,14^. We show here that the expression and function of ASIC1a in the mouse hypothalamus follow a daily cycle, and that global deletion of ASIC1a changes the body temperature during the night. In ASIC1a^−/−^ mice, signaling in the hypothalamus and the pituitary was altered, but serum thyroid hormone levels were unchanged. The decrease in body temperature of ASIC1a^−/−^ mice is therefore likely mediated by changes in food intake, metabolism, and/or energy expenditure.

## Results

### Daily rhythm of ASIC1a expression in the hypothalamus

To determine whether ASIC1a expression in the brain follows a daily rhythm, the hypothalamus, SCN, and hippocampus were isolated at 4 h intervals from 3-month-old WT male mice entrained to a standard 12 h light:12 h dark (LD) cycle. Western blot analysis showed an increase in the abundance of ASIC1a protein at *Zeitgeber* time (ZT) 8–16 in the hypothalamus (Fig. 1a), a decrease at ZT8-12 in the SCN (Fig. 1b), and a small decrease at ZT4 in the hippocampus (Supplementary Fig. 1a). The *Asic1a* mRNA level in the hypothalamus was higher at ZT8-16 than at ZT20 (Fig. 1c), and the level in the SCN was higher at ZT0 than at ZT16 (Fig. 1c). In hypothalamic tissue from which the SCN had been removed, ASIC1a expression peaked at ZT8-12 (Supplementary Fig. 1b).

**Fig. 1:**
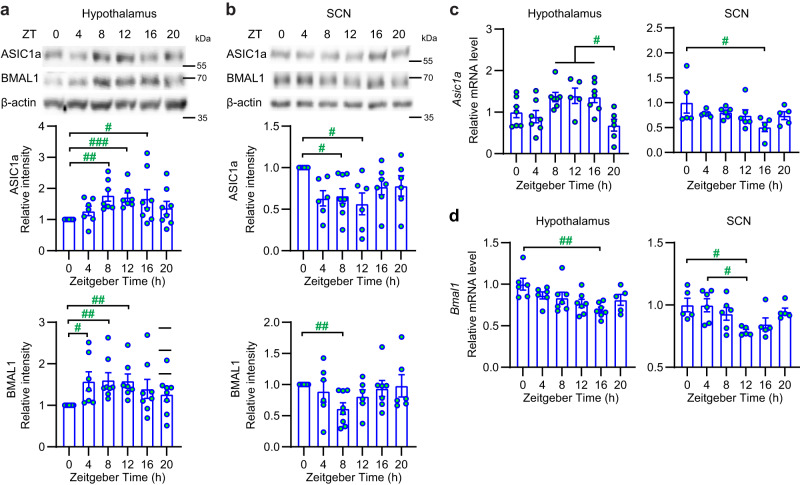
Daily pattern of ASIC1a and BMAL1 expression in mouse brain. **a**, **b** The biochemical experiments were carried out with tissues of male mice, and proteins were separated by SDS-PAGE. Representative western blots of ASIC1a, BMAL1, and β-actin and quantitative analysis are shown for each protein at the indicated ZT in the hypothalamus (**a**) and SCN (**b**). β-actin was used as a loading control for the total protein. For the quantification of ASIC1a and BMAL1 protein expression, the intensity of each protein band is normalized to the corresponding band at ZT0 in each independent experiment; samples are from *n* = 6–8 animals per condition. **c**, **d** RT-qPCR analysis in mouse hypothalamus and SCN of *Asic1a* mRNA expression (**c**) and *Bmal1* mRNA expression (**d**). Results for each mouse are presented as relative expression normalized to the mean of the ZT0 group, *n* = 5–7 animals per condition. ^#^*p* < 0.05; ^##^*p* < 0.01; ^###^*p* < 0.001; comparison of log2-transformed data between time points, by one-way ANOVA and Tukey post hoc test and in **a**, **b** to the ZT0 value by one-sample *t* test (Methods). Error bars indicate SEM.

Because the expression and function of ASIC1a in the hypothalamus follows a daily cycle, we tested whether ASIC1a affects the circadian clock. In the hypothalamus of WT mice under a standard LD cycle, the abundance of the brain and muscle Arnt-like protein (BMAL1), which is crucial for normal molecular clock function, showed a daily rhythm in hypothalamus and hippocampus; its cycle was shifted between total hypothalamus and SCN (Fig. 1a, b, Supplementary Fig. 1a). A rhythmic pattern of *Bmal1* mRNA expression in the hypothalamus and SCN was also observed (Fig. 1d). The daily rhythm of BMAL1 protein abundance in the hypothalamus was shifted by the global deletion of ASIC1a compared to WT mice (Supplementary Fig. 1c). This effect, albeit subtle, may indicate a regulatory action of ASIC1a on the circadian clock or vice versa.

### Daily activity patterns of hypothalamic neurosecretory neurons are modulated by ASIC1a

We asked whether ASIC function in hypothalamic neurons also follows a daily rhythm. A first series of experiments was carried out in cultured hypothalamic neurons whose cycle had not been synchronized. The neurons from which recordings had been made were grouped into 4 types, according to their morphology. The pH6.6-induced ASIC current density—measured as ratio of the peak current amplitude of the transient ASIC current/cell capacitance—showed a daily rhythm in type 2 (Supplementary Fig. 2a), and a tendency towards a daily rhythm in type 3 (*p* = 0.086 between 12 h and 18 h). The pH6.6-induced ASIC current density was higher in hypothalamic neurons than in neurons from mouse cortex or hippocampus (Supplementary Fig. 2b). To distinguish the measured neurons into neurosecretory and non-neurosecretory ones, published electrophysiology protocols (Supplementary Fig. 2c)^15,16^ were applied to current-clamped neurons of type 1–3, and neurons were classified according to their voltage response. This analysis classified 56% of type 1 neurons as neurosecretory neurons, while this proportion was 14% in type 2 and 25% in type 3 neurons (Fig. 2a). Data shown in Fig. 2b–e, are from type 1 neurosecretory neurons that had been exposed for 30 min to 1 µM dexamethasone to synchronize their daily rhythm^17^. After synchronization treatment, the acid-induced ASIC current density showed a daily rhythm with a maximal amplitude at ZT12 (Fig. 2b). Exposure to pH6.6-induced APs in these current-clamped neurons due to ASIC-mediated depolarization (Fig. 2c). The number of acid-induced APs showed a daily rhythm, with a maximum at ZT0 (Fig. 2d), thus at a ZT at which the ASIC peak current expression was not maximal. The area under the curve (AUC) of the pH6.6-induced depolarization in these experiments, which is a measure of the pH6.6-induced ASIC activity, was maximal at ZT12 (Fig. 2e), thus at the same ZT as maximal ASIC peak currents. Strong depolarizations can limit the number of APs by a mechanism that resembles a depolarization block^12,18^, explaining the shifted maxima between AP number and ASIC current density. In physiological situations, acidifications are likely smaller than the change from pH7.4 to 6.6 that was used in these experiments, and therefore, the maximal ASIC-mediated AP signaling would likely be observed at the time of maximal ASIC expression. The observations in Fig. 2b–e are consistent with data obtained without synchronization treatment (Supplementary Fig. 2d, e; note that the timing is indicated as daytime, not ZT time). Thus, the function of ASICs in the investigated embryonic neurosecretory hypothalamic neurons has a daily rhythm and affects neuronal signaling.

**Fig. 2:**
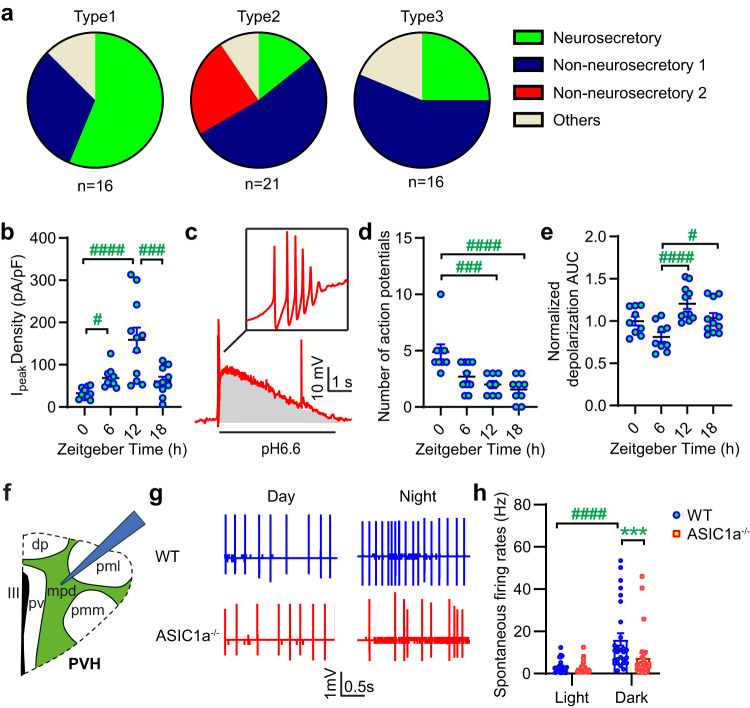
ASIC1a regulates the hypothalamic signaling activity. **a** Cultured hypothalamus neurons were classified into types 1–3 as indicated in Supplementary Fig. 2a. Neurons were exposed to current protocols, indicated in Supplementary Fig. 2c, to determine the proportion of secretory and non-secretory neurons. **b**–**e** data obtained after synchronization by dexamethasone of cultured mouse neurosecretory Type 1 hypothalamus neurons. **b** Peak current densities of pH6.6-induced currents at the indicated ZT, measured by voltage-clamp at −60 mV; *n* = 10-11 cells per condition. **c**–**e** Current-clamp measurements; **c** Representative voltage trace of pH6.6-induced depolarization. **d** Number of pH6.6-induced action potentials (APs) at the indicated ZT; *n* = 8–10 cells per condition. **e** Normalized AUC of the depolarization (voltage · time, gray area in **c**) of pH6.6-induced depolarization at the indicated ZT; *n* = 8–10 cells per condition. **f**–**h** Extracellular recordings, from mouse brain slices. **f** Scheme of the coronal PVH slice map, from which recordings in loose-patch mode were done on mpd neurons. pv, periventricular parvocellular; dp, dorsal parvocellular; pml, posterior magnocellular lateral; pmm, posterior magnocellular medial; III, third ventricle. **g** Representative traces recorded during the day or night as indicated, from WT (blue) and ASIC1a^−/−^ (red) brain slices. **h** Mpd neuron SFR from WT and ASIC1a^−/−^ mice. Cells not firing APs were not included in this analysis; *n* = 26–30 cells from four mice in each condition. Statistical analysis was done on log2-transformed data for **b**, **e**, **h**. One-way ANOVA test and Tukey post hoc test (**b**, **e**), Kruskal–Wallis and Dunn’s post-hoc test of non-transformed data (**d**); two-way ANOVA and Tukey post hoc test (**h**). ^#^*p* < 0.05; ^###^*p* < 0.001^; ####^*p* < 0.0001 (**b**–**e**, **h**), comparison between day and night or different ZT for the same genotype. ***p < 0.01; WT compared to ASIC1a^−/−^ at the corresponding period (**h**). Error bars indicate SEM.

### ASIC1a affects neuronal activity in the paraventricular nucleus of the hypothalamus (PVH)

ASIC1a mRNA is highly expressed in the hypothalamus^19,20^. In the PVH, the neurosecretory neurons are concentrated in the medial parvocellular division (mpd) of the PVH^15^ (Fig. 2f). Rhythmic activity of the hypothalamus is controlled by the SCN. The spontaneous firing rate (SFR) of SCN neurons in hypothalamic slices shows a synchronous daily rhythm^21^. We recorded single-unit activity in the mpd from acute coronal hypothalamus slices with the loose patch technique, to measure the SFR of mpd neurons during day- and nighttime. We observed higher activity at night in WT but not ASIC1a^−/−^ neurons (Fig. 2g, h). The SFR measured at night was higher in WT than ASIC1a^−/−^ neurons, whereas there was no significant difference at daytime (Fig. 2h), suggesting that the deletion of ASIC1a affected only the nocturnal activity of these predominantly neurosecretory neurons.

### ASIC1a regulates the daily rhythm of the body temperature

Under a LD cycle, both WT and ASIC1a^−/−^ mice showed daily rhythms in body temperature as expected^22^, with higher temperature during the active period (Fig. 3a). The body temperature was lower in ASIC1a^−/−^ than WT mice at ZT17 and ZT18. Spontaneous activity, measured by the implanted sensor, was not significantly different between WT and ASIC1a^−/−^ mice (Fig. 3b), suggesting that the decreased body temperature in ASIC1a^−/−^ mice was not caused by a reduced spontaneous activity. The thyroid hormones triiodothyronine (T3) and thyroxine (T4) are the main regulators of the basal metabolic rate and thermogenesis; their formation and release from the thyroid is stimulated by the secretion of thyrotropin-releasing hormone (TRH) from the PVH, which upregulates the synthesis and secretion of thyroid-stimulating hormone (TSH) by the pituitary^23^. The secretion of TRH and the circadian regulation of the HPT axis are controlled by neurosecretory neurons in the hypothalamus. The *Trh* mRNA expression in the WT hypothalamus showed a daily rhythm with a peak at ZT12 (Fig. 3c), while such a rhythm was absent in ASIC1a^−/−^ mice (Fig. 3d). The *Trh* mRNA in the PVH—from where TRH that regulates T4 and T3 originates—was increased at ZT13 relative to ZT1 in WT but not in ASIC1a^−/−^ mice and was higher in WT than in ASIC1a^−/−^ at ZT13 (Fig. 3e). The two time points of ZT1 and ZT13 for this mRNA expression measurement and the analysis of other genes were chosen since they correspond to the time point briefly after light switching.

**Fig. 3:**
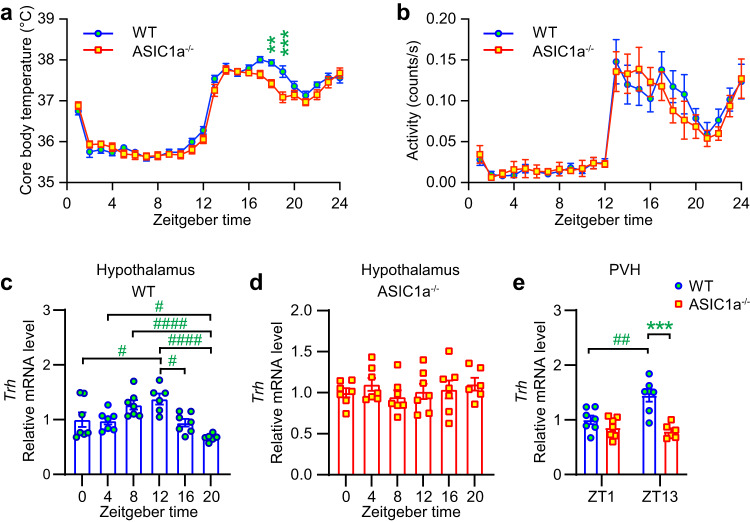
Global ASIC1a deletion affects body temperature and thyrotropin-releasing hormone mRNA levels in the hypothalamus. **a**, **b** Mice were kept under a 12 h light:12 h dark (LD) cycle. Body temperature and locomotor activity of mice was measured with an implanted sensor. **a** Core body temperature rhythm for 24 h under LD cycle, *n* = 10 WT and 11 ASIC1a^−/−^ mice. **b** Daily profile of locomotor activity in LD cycle. Activity counts are expressed as counts/s; *n* = 10 WT and 11 ASIC1a^−/−^ mice. **c**-**d** RT-qPCR analysis of the daily profile of *Trh* expression in hypothalamus of WT (**c**) and ASIC1a^−/−^ mice (**d**). Results for each mouse are presented as relative expression normalized to the mean at ZT0; *n* = 6–7 animals per condition. **e** *Trh* mRNA expression in the PVH at ZT1 and ZT13; normalization to the mean WT value at ZT1; tissue from *n* = 5–7 animals per condition. Statistical analysis was done on absolute values (**a**, **b**) or log2-transformed data in **c**–**e**. **p < 0.01; ***p < 0.001, different between genotypes, by two-way ANOVA, repeated measures, Sidak post hoc test (**a**, **b**). ^#^*p* < 0.05; ^##^*p* < 0.01; ^####^*p* < 0.0001; comparison between time points; ***p < 0.0001, between genotypes (**c**–**e**); one-way ANOVA and Tukey post hoc test (**c**, **d**) and two-way ANOVA and Tukey post hoc test (**e**). Error bars indicate SEM.

### ASIC1a affects gene expression in the hypothalamus

To better understand how ASIC1a affects signaling in the hypothalamus, we performed a global transcriptome deep sequencing of 3-month-old male WT and ASIC1a^−/−^ mice that had been kept under a standard LD cycle. 

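Whole hypothalamus RNA was sequenced from 16 male mice aged 3 months, kept in a light-dark cycle. There were 4 WT and 4 ASIC1a-/- mice at ZT1, early in the light phase, and 4 of each genotype at ZT13, early in the dark phase, where ZT gives the hours since lights on. Each library came from another mouse, so a difference between times is a difference between animals. The authors trimmed paired-end reads with cutadapt, aligned them with STAR to the mouse transcriptome and estimated transcript abundance with RSEM, which divides a read that fits several transcripts or genes between them. The deposited values are RSEM expected counts, TPM (transcript abundance scaled by length and library total) and an abundance-weighted transcript length for each of 55401 Ensembl genes, and 4.85% of the expected counts are not whole numbers. The methods name a count of reads per gene by HTSeq for the paper's statistics, which is not among the deposited values. Their RNA-seq section names no test for differences between genotypes. The total of the expected counts was 35058871 to 36029802 (median 35687253) in the WT libraries at ZT1 and 35788761 to 36316820 (median 35983268) in the ASIC1a-/- libraries at ZT1. At ZT13 it was 35155888 to 35563998 (median 35334602) in WT and 34888522 to 42326259 (median 36401552) in ASIC1a-/-. The counts were rounded and scaled by the trimmed mean of M values (TMM). The 15808 genes with a CPM (count scaled to the library total) over 1 in at least 1 library were tested with edgeR's quasi-likelihood test in a single fit of the 4 groups. P values were adjusted over these genes by the Benjamini-Hochberg method. A gene is said to have been higher or lower, or to have passed, at an adjusted p under 0.05. Group levels are given as TMM-normalized CPM, mean ± SD over the 4 mice, with the standard error (SE) of a log2 fold change, and positions refer to GRCm38.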

The hypothalamus was isolated at ZT1 or ZT13, and RNA levels were quantified by next-generation sequencing (RNA-seq, *Methods*). Only 18 genes showed significant differences in their hypothalamic expression levels between ASIC1a^−/−^ and WT mice (Fig. 4a). 

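Transcripts of *Asic1*, the gene that encodes ASIC1a, were lower but still present in ASIC1a-/- hypothalamus, where their mean length was shorter. *Asic1* (ENSMUSG00000023017, chromosome 15, 99670368 to 99701130) was at 67.4 ± 2.41 CPM in ASIC1a-/- and 104 ± 1.98 CPM in WT mice at ZT1 (SD, n = 4), a log2 fold change of -0.62 (SE 0.0283, adjusted p = 3.5e-10). At ZT13 it was at 71.0 ± 0.807 CPM in ASIC1a-/- and 99.2 ± 2.20 CPM in WT mice, a log2 fold change of -0.48 (SE 0.0282, adjusted p = 1.3e-08). Each of the 8 ASIC1a-/- libraries lay below each of the 8 WT libraries in CPM. The mean length that RSEM gave to *Asic1* transcripts was 1814 ± 43.4 bp in ASIC1a-/- and 3213 ± 147 bp in WT mice at ZT1, and 1819 ± 7.11 bp against 3060.0 ± 85.8 bp at ZT13. Of its 6 annotated transcripts, the longest has 12 exons and 4114 bp (99670368 to 99701128). A shorter protein-coding transcript has 10 exons and 1818 bp (99692233 to 99699138). TPM divides by this length, and on that scale the direction turns: *Asic1* was at 76.9 ± 4.89 TPM in ASIC1a-/- and 65.6 ± 2.93 TPM in WT mice at ZT1, and at 82.7 ± 1.21 against 66.0 ± 4.51 TPM at ZT13. The values per gene do not show which transcripts or exons the reads came from, and a mix of transcripts could give the same mean length.

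**Figure D1:**
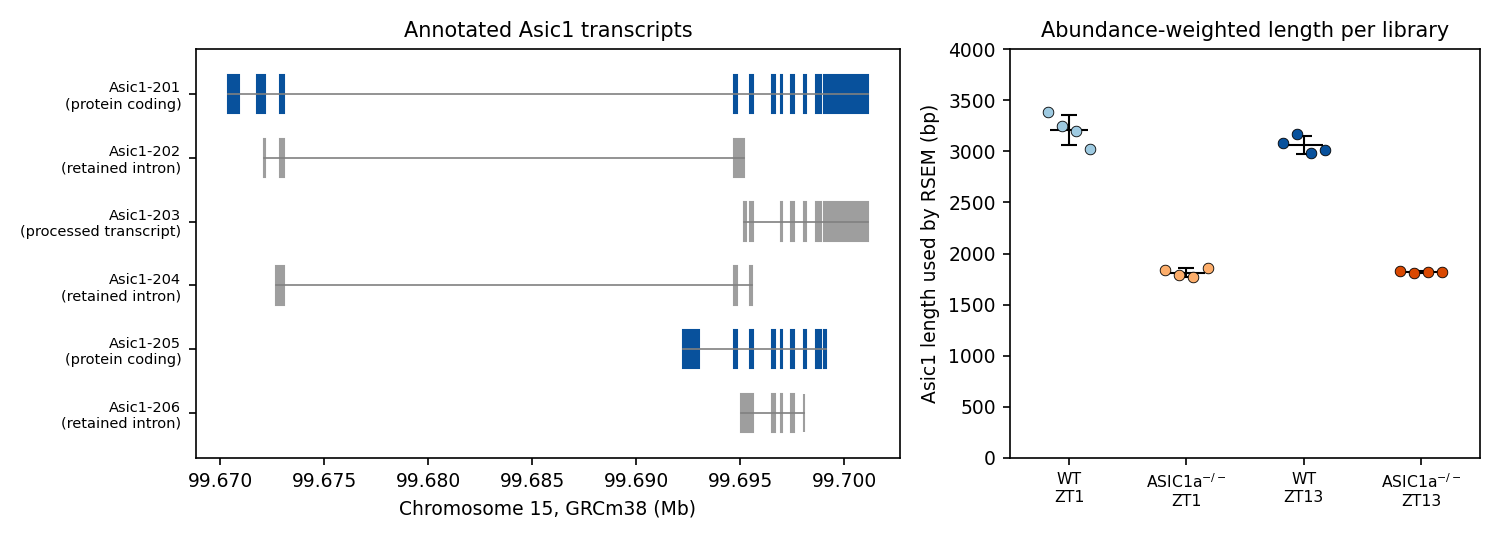
Left, the 6 annotated transcripts of *Asic1* by position on chromosome 15 of GRCm38, with protein-coding transcripts in blue and others in grey. Right, the length in bp that RSEM gave to *Asic1* in each library (dots), with the group mean (dash) and SD (bars); the libraries of the 2 genotypes do not overlap at either time.

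Including *Asic1*, 16 genes passed at ZT1, at ZT13 or at both, and *Asic1* and *Krt90* passed at both times. Of the genes of the paper's heat map, 17 were measured, and 13 of them were higher and 2 lower in ASIC1a-/- mice at ZT13 (14 higher and 3 lower when adjusted over the list alone). The study chose these genes on the same samples, so their count is not independent evidence. *Racgap1* (ENSMUSG00000023015, chromosome 15, 99620496 to 99651656), which encodes a regulator of cell division and is not in the heat map, was also lower at ZT13, with a log2 fold change of -0.29 (SE 0.0524, adjusted p = 0.0323) (chosen after its values were seen). Its adjusted p was 0.00550 to 0.896 over the alternatives, and it did not pass without WT ZT13 replicate 3 (0.145), WT ZT13 replicate 4 (0.125), ASIC1a-/- ZT13 replicate 2 (0.0844), ASIC1a-/- ZT13 replicate 3 (0.168) or ASIC1a-/- ZT13 replicate 4 (0.132). DESeq2 called 7 genes at ZT1 and 30 at ZT13, and without the filter on low counts edgeR called 15 and 29.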

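At ZT1, in the early light phase, *Asic1* and *Krt90* were lower and no gene was higher in ASIC1a-/- hypothalamus by edgeR (1107 genes had an unadjusted p under 0.05, DESeq2 called 3 higher and 4 lower, and limma-voom called 2 lower). *Krt90* (ENSMUSG00000048699, chromosome 15, 101552356 to 101562950) lies in a cluster of type II keratin genes. It was at 2.16 ± 0.390 CPM in ASIC1a-/- and 4.86 ± 0.339 CPM in WT mice (SD, n = 4), a log2 fold change of -1.17 (SE 0.144, adjusted p = 0.00176). Every ASIC1a-/- library lay below every WT library. The summed level of 23 type II keratin paralogs, which could share reads with it, was 23.8 ± 1.53 CPM in ASIC1a-/- and 23.3 ± 0.716 CPM in WT mice. *Cers5* (ENSMUSG00000023021, chromosome 15, 99734881 to 99772885), which encodes a ceramide synthase, was at 47.5 ± 0.920 CPM in ASIC1a-/- and 40.7 ± 2.07 CPM in WT mice. Its log2 fold change was 0.22 (SE 0.0377, adjusted p = 0.0749), and it passed with DESeq2, without the filter on low counts, at an unadjusted p under 0.005, and without WT ZT1 replicate 3 (0.0469), with an adjusted p of 0.00037 to 0.914 over the alternatives.

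**Figure D2:**
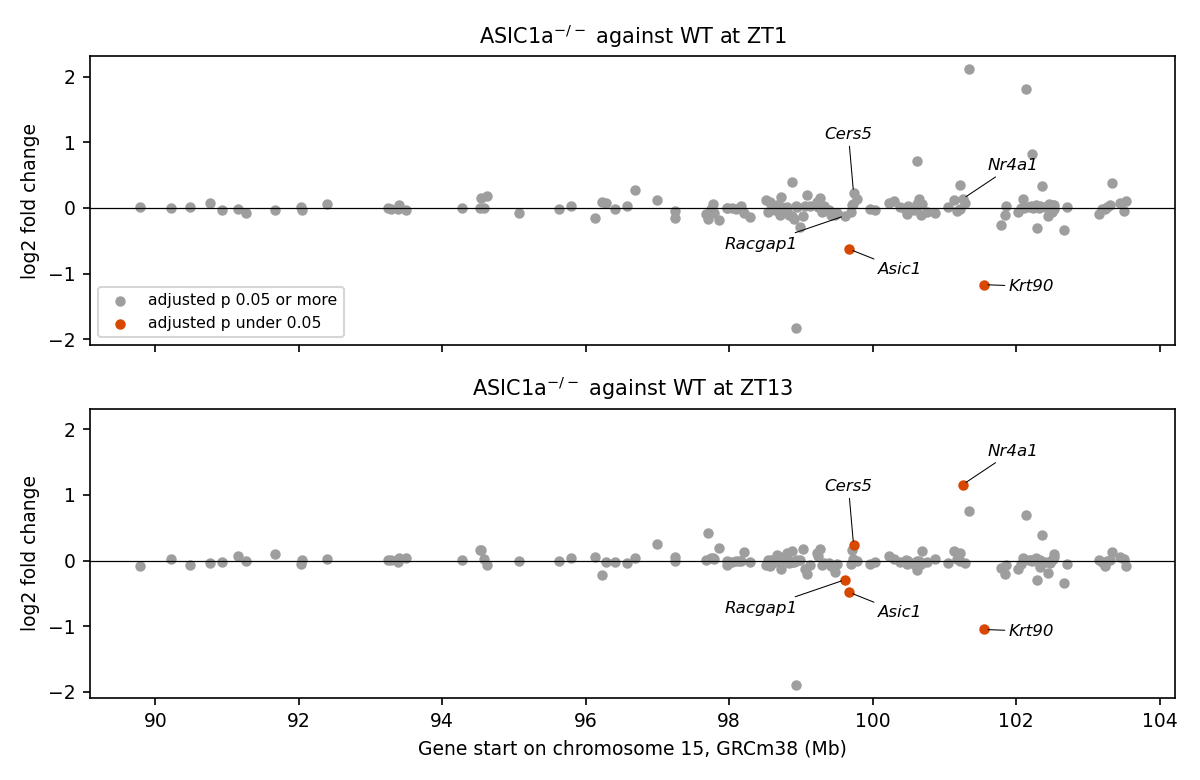
Log2 fold change between ASIC1a-/- and WT mice of each tested gene within 10 Mb of *Asic1* against the gene's start on chromosome 15 of GRCm38 in Mb, at ZT1 (top) and ZT13 (bottom). Orange dots mark an adjusted p under 0.05, and *Asic1*, *Krt90*, *Cers5*, *Nr4a1* and *Racgap1* are named.

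*Asic1*, *Krt90* and *Cers5* lie in the same region of chromosome 15, which the plot by position shows. Of 11 microglia markers none passed over all genes at ZT1, and 3 were higher when adjusted over the list alone. Their median log2 fold change was 0.11 (camera, adjusted p = 8.6e-07, and adjusted p = 0.116 with an estimated correlation). Of 11 genes of prolactin signalling and its dopaminergic control, 5 were higher when adjusted over the list alone. Their median log2 fold change was 0.15 (adjusted p = 7.3e-05, and adjusted p = 0.116 with an estimated correlation). Among them, *Th*, the rate-limiting enzyme of dopamine synthesis, had a log2 fold change of 0.85 and *Ddc*, the next enzyme, of 0.54 (adjusted p = 0.680 for both over all genes). Midbrain dopamine neurons make these enzymes too, and *En1* (1.94), *Chrna6* (1.22) and *Slc10a4* (1.17), which such neurons express, had log2 fold changes in the same direction (adjusted p = 0.680 for each; chosen after their values were seen). The 5 measured anterior pituitary markers had a median log2 fold change of 2.35 (adjusted p = 0.0304, and adjusted p = 0.716 with an estimated correlation), and 3 were higher when adjusted over the list alone. The list lost its call without WT ZT1 replicate 1 (0.0700), WT ZT1 replicate 4 (0.119), ASIC1a-/- ZT1 replicate 3 (0.150) or ASIC1a-/- ZT1 replicate 4 (0.125). Markers of oligodendrocytes were at 0.10 (adjusted p = 0.0304, and adjusted p = 0.716 with an estimated correlation), and lost the call without WT ZT1 replicate 2 (0.103), ASIC1a-/- ZT1 replicate 1 (0.0668) or ASIC1a-/- ZT1 replicate 2 (0.703). The 9 markers of the meninges had a median log2 fold change of 1.35, with 8 higher when adjusted over the list alone (adjusted p = 0.00028, and adjusted p = 0.716 with an estimated correlation). The list lost its call without ASIC1a-/- ZT1 replicate 4 (0.138). Their mean deviation was 2.37 on the log2 scale in ASIC1a-/- ZT1 replicate 4 against -0.21 to 0.59 in the other 3 ASIC1a-/- libraries.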

At ZT1, one gene (Keratin 90 pseudogene, *Krt90*) was downregulated, and one gene (*Cers5*) was upregulated in ASIC1a^−/−^ hypothalamus (Fig. 4a, b). 

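At ZT13, in the early dark phase, 13 genes were higher and 3 lower in ASIC1a-/- than in WT hypothalamus, and the higher genes included several transcription factors induced rapidly by cell stimulation. The genes that were higher were *Egr1*, *Egr2*, *Nr4a1*, *Nr4a3*, *Fos*, *Fosb*, *Junb*, *Btg2*, *Ddit4*, *Arl4d*, *Sgk1*, *Cers5* and *1700016P03Rik*, and those that were lower were *Asic1*, *Krt90* and *Racgap1*. *Krt90* was at 2.86 ± 0.581 CPM in ASIC1a-/- and 5.89 ± 0.607 CPM in WT mice (SD, n = 4), a log2 fold change of -1.05 (SE 0.139, adjusted p = 0.00102). It lost its call with *Gh* as a covariate, where its log2 fold change was -0.95 (SE 0.197, adjusted p = 0.158), and its adjusted p was 7.1e-10 to 0.158 over the alternatives. *Cers5* was at 48.3 ± 1.10 CPM against 41.1 ± 1.50 CPM, a log2 fold change of 0.23 (SE 0.0376, adjusted p = 0.0109). *Ddit4* (ENSMUSG00000020108, chromosome 10, 59949669 to 59951834), which encodes an inhibitor of mTOR complex 1 induced by stress, was at 26.8 ± 0.374 CPM against 20.4 ± 1.01 CPM, a log2 fold change of 0.39 (SE 0.0398, adjusted p = 4.8e-05). Of 21 glucocorticoid-responsive genes, *Ddit4*, *Sgk1* and *Arl4d* were higher at ZT13 and none was lower (6 higher and 2 lower when adjusted over the list alone). The list passed with a preset correlation (camera, adjusted p = 1.3e-07, and adjusted p = 0.0679 with an estimated correlation). The 10 endothelial markers had a median log2 fold change of 0.16 with none past the test (adjusted p = 8.4e-06, and adjusted p = 0.181 with an estimated correlation). Markers of microglia were at 0.058 (adjusted p = 0.00255, and adjusted p = 0.236 with an estimated correlation), of mural cells at 0.16 (adjusted p = 0.00931, and adjusted p = 0.544 with an estimated correlation) and of oligodendrocytes at 0.065 (adjusted p = 0.0173, and adjusted p = 0.899 with an estimated correlation). The microglia list lost its call without WT ZT13 replicate 4 (0.0788), the mural list without WT ZT13 replicate 3 (0.0584), WT ZT13 replicate 4 (0.0788) or ASIC1a-/- ZT13 replicate 2 (0.301), and the oligodendrocyte list without WT ZT13 replicate 3 (0.0817), WT ZT13 replicate 4 (0.471), ASIC1a-/- ZT13 replicate 1 (0.0607) or ASIC1a-/- ZT13 replicate 4 (0.230). Markers of the meninges had a median log2 fold change of 0.56 (adjusted p = 0.499). They stood out in ASIC1a-/- ZT13 replicate 2, at a mean deviation of 1.44 on the log2 scale against -0.70 to -0.47 in the other 3. Without this library and ASIC1a-/- ZT1 replicate 4, an alternative chosen after the data were seen, 10 genes were higher and 4 lower, and 12 of these 14 were among the 16. *Cers5* lost its call without WT ZT13 replicate 1 (0.0635), ASIC1a-/- ZT13 replicate 2 (0.0512) or ASIC1a-/- ZT13 replicate 3 (0.0613), and its adjusted p was 4.0e-05 to 0.540 over the alternatives. With TPM on the log2 scale the split was 13 higher and 1 lower, and *Asic1* then turned direction.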

At ZT13, 3 genes (*Krt90, Prl,* and *Gm49980*) were downregulated and 13 genes were upregulated in the ASIC1a^−/−^ hypothalamus (Fig. 4a, b). 

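Prolactin, encoded by *Prl*, and growth hormone, encoded by *Gh*, are both made in the anterior pituitary, and their transcripts varied together from hypothalamus to hypothalamus. *Prl* (ENSMUSG00000021342, chromosome 13, 27057570 to 27065205) was at 0.239 ± 0.283 CPM in ASIC1a-/- and 3.41 ± 3.73 CPM in WT mice at ZT13 (SD, n = 4), a log2 fold change of -3.84 (SE 0.801, adjusted p = 0.105). Each ASIC1a-/- library lay below each WT library at that time, at 1 to 24 counts against 47 to 315. The WT mean rested largely on WT ZT13 replicate 1, at 9.00 CPM against 1.33 to 1.65 CPM in the other WT libraries. *Prl* passed without the filter on low counts, at an unadjusted p under 0.005 and with the replicate number as a block. At ZT1 it was at 1.09 ± 0.875 CPM in ASIC1a-/- and 0.395 ± 0.305 CPM in WT mice. Its log2 fold change was 1.46 (SE 0.800, adjusted p = 0.732). *Gh* (ENSMUSG00000020713, chromosome 11, 106300271 to 106301865) was at 1.96 ± 1.49 CPM in ASIC1a-/- and 12.9 ± 9.64 CPM in WT mice at ZT13, a log2 fold change of -2.74 (SE 0.665, adjusted p = 0.304). At ZT1 it was at 5.21 ± 4.19 against 1.02 ± 1.11 CPM, a log2 fold change of 2.35 (SE 0.745, adjusted p = 0.680). Between times, *Prl* was higher at ZT13 than at ZT1 in WT mice, with a log2 fold change of 3.10 (SE 0.747, adjusted p = 0.0106), and so was *Gh*, with 3.66 (SE 0.725, adjusted p = 0.00295). With the level of *Gh* as a covariate the log2 fold change of *Prl* between times in WT mice was -0.77 (SE 0.619, adjusted p = 0.595), not distinct from 0. In the fit without the covariate, omission of WT ZT13 replicate 1 cost *Prl* this call (0.0586), at a log2 fold change of 1.95. In ASIC1a-/- mice the log2 fold change between times was -2.20 (SE 0.862, adjusted p = 0.110) for *Prl*, which passed without WT ZT13 replicate 1 (0.0434), and -1.43 (SE 0.681, adjusted p = 0.190) for *Gh*.

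**Figure D3:**
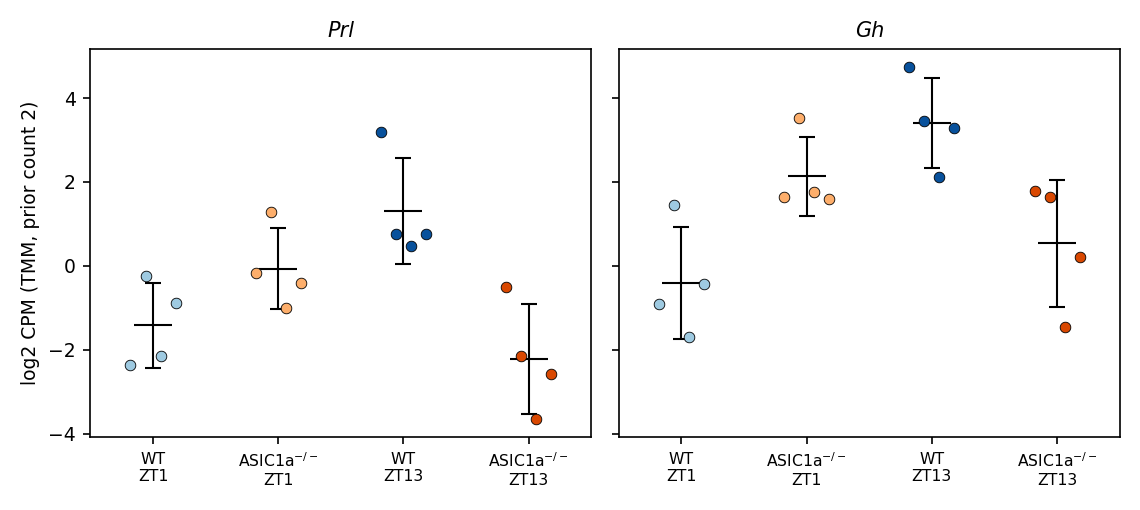
Log2 CPM (TMM, prior count 2) of *Prl* (left) and *Gh* (right) in each library by genotype and time. Dots are libraries, dashes group means and bars SD; in WT mice both genes lie higher at ZT13 than at ZT1.

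Over the 16 libraries, Pearson's r between the log2 CPM of *Prl* and *Gh* was 0.891 (permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 0.0001 over 10 relations) and Spearman's rho was 0.874 (permutation p = 2.0e-05, adjusted p = 0.00020). With each library centred on its group mean, r was 0.874 (p = 9.0e-05, adjusted p = 0.00045) and rho 0.818 (p = 0.00169, adjusted p = 0.00845). Without the 2 libraries farthest from the median of *Gh*, this r was 0.849 and rho 0.719. With another transcript in place of *Gh*, the centred r was 0.12 (*Cga*), 0.32 (*Tshb*), 0.27 (*Pomc*) and -0.18 (*Lhb*). *Lhb* and *Tshb* had few counts, *Pomc* varied little and *Cga* is also made in the pars tuberalis. These values therefore cannot show whether *Prl* follows pituitary tissue. At ZT13, log2 *Prl* minus log2 *Gh* was -2.77 ± 0.73 in ASIC1a-/- and -2.11 ± 0.58 in WT mice (exact permutation test, two-sided p = 0.229, where 0.0286 is the smallest that 4 mice against 4 allow).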

*Prl*, prolactin, is a pituitary hormone that has also been detected in the amygdala, the preoptic area of the hypothalamus and in the olfactory bulb^24^. 

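The early growth response genes *Egr1* and *Egr2* and the nuclear receptor genes *Nr4a1* and *Nr4a3*, with *Btg2*, *Arl4d* and *Sgk1*, were higher in the hypothalamus of ASIC1a-/- mice at ZT13. None of them passed at ZT1 by edgeR, where only *Asic1* and *Krt90* passed. Of 40 rapid immediate early genes, 8 were higher and none was lower in ASIC1a-/- mice at ZT13 by edgeR (22 higher when adjusted over the list alone). Of the 40, 35 had a log2 fold change above 0. The list was set before the deposited data were examined, but the paper's own values had been seen. All 8 higher genes are in the paper's heat map, which the study chose on these samples. The median log2 fold change of the list was 0.31 (camera, adjusted p = 8.2e-41, and adjusted p = 7.4e-05 with an estimated correlation). Over the 31 members outside the paper's heat map the median was 0.24, and none of them passed over all genes. At ZT1 the list also passed, at a median of 0.075 (camera, adjusted p = 0.0304, and adjusted p = 0.716 with an estimated correlation), but not without the genes of the heat map (0.288) or without WT ZT1 replicate 1 (0.0593), WT ZT1 replicate 2 (0.103), ASIC1a-/- ZT1 replicate 3 (0.198) or ASIC1a-/- ZT1 replicate 4 (0.0704). *Egr1* (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984), a zinc finger transcription factor, was at 63.5 ± 5.95 CPM in ASIC1a-/- and 26.4 ± 2.41 CPM in WT mice at ZT13 (SD, n = 4). Its log2 fold change was 1.27 (SE 0.0736, adjusted p = 1.3e-08). At ZT1 it was at 23.0 ± 1.63 against 20.2 ± 1.68 CPM. *Egr2* (ENSMUSG00000037868, chromosome 10, 67535475 to 67542188) was at 1.79 ± 0.258 against 0.338 ± 0.167 CPM at ZT13, a log2 fold change of 2.39 (SE 0.281, adjusted p = 0.00025). *Egr3* (ENSMUSG00000033730, chromosome 14, 70077203 to 70082614) was at 4.70 ± 0.805 against 2.73 ± 0.523 CPM, a log2 fold change of 0.78 (SE 0.150, adjusted p = 0.0553). It passed with DESeq2 or limma-voom, without the low-count filter, at an unadjusted p under 0.005, and without ASIC1a-/- ZT1 replicate 3 (0.0497), WT ZT13 replicate 1 (0.0144) or ASIC1a-/- ZT13 replicate 2 (0.0450).
*Nr4a1* (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795) was at 22.5 ± 1.97 CPM in ASIC1a-/- and 10.1 ± 1.43 CPM in WT mice at ZT13. Its log2 fold change was 1.15 (SE 0.0863, adjusted p = 5.2e-07). *Nr4a3* (ENSMUSG00000028341, chromosome 4, 48045153 to 48086447) was at 14.5 ± 0.0773 against 9.67 ± 1.81 CPM, a log2 fold change of 0.59 (SE 0.108, adjusted p = 0.0366). It lost its call in 17 of 32 alternatives (adjusted p 0.00011 to 0.655), among them without WT ZT1 replicate 2 (0.0507), ASIC1a-/- ZT1 replicate 1 (0.0560), ASIC1a-/- ZT1 replicate 3 (0.0502), WT ZT13 replicate 1 (0.102), WT ZT13 replicate 2 (0.0528), ASIC1a-/- ZT13 replicate 1 (0.131), ASIC1a-/- ZT13 replicate 2 (0.0893), ASIC1a-/- ZT13 replicate 3 (0.133) or ASIC1a-/- ZT13 replicate 4 (0.132). *Btg2* (ENSMUSG00000020423, chromosome 1, 134075170 to 134079120), an antiproliferative regulator of transcription, was at 15.5 ± 0.516 against 9.43 ± 1.14 CPM, a log2 fold change of 0.71 (SE 0.0735, adjusted p = 4.8e-05). *Arl4d* (ENSMUSG00000034936, chromosome 11, 101665541 to 101667832), a small GTPase, was at 6.87 ± 1.57 against 3.38 ± 0.263 CPM, a log2 fold change of 1.02 (SE 0.149, adjusted p = 0.00297). *Sgk1* (ENSMUSG00000019970, chromosome 10, 21882184 to 21999903), a kinase that raises sodium transport, was at 57.3 ± 14.2 against 29.7 ± 4.44 CPM, a log2 fold change of 0.95 (SE 0.139, adjusted p = 0.00297). At ZT1 the log2 fold changes of these 8 genes between genotypes were 0.011 to 0.30.

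**Figure D4:**
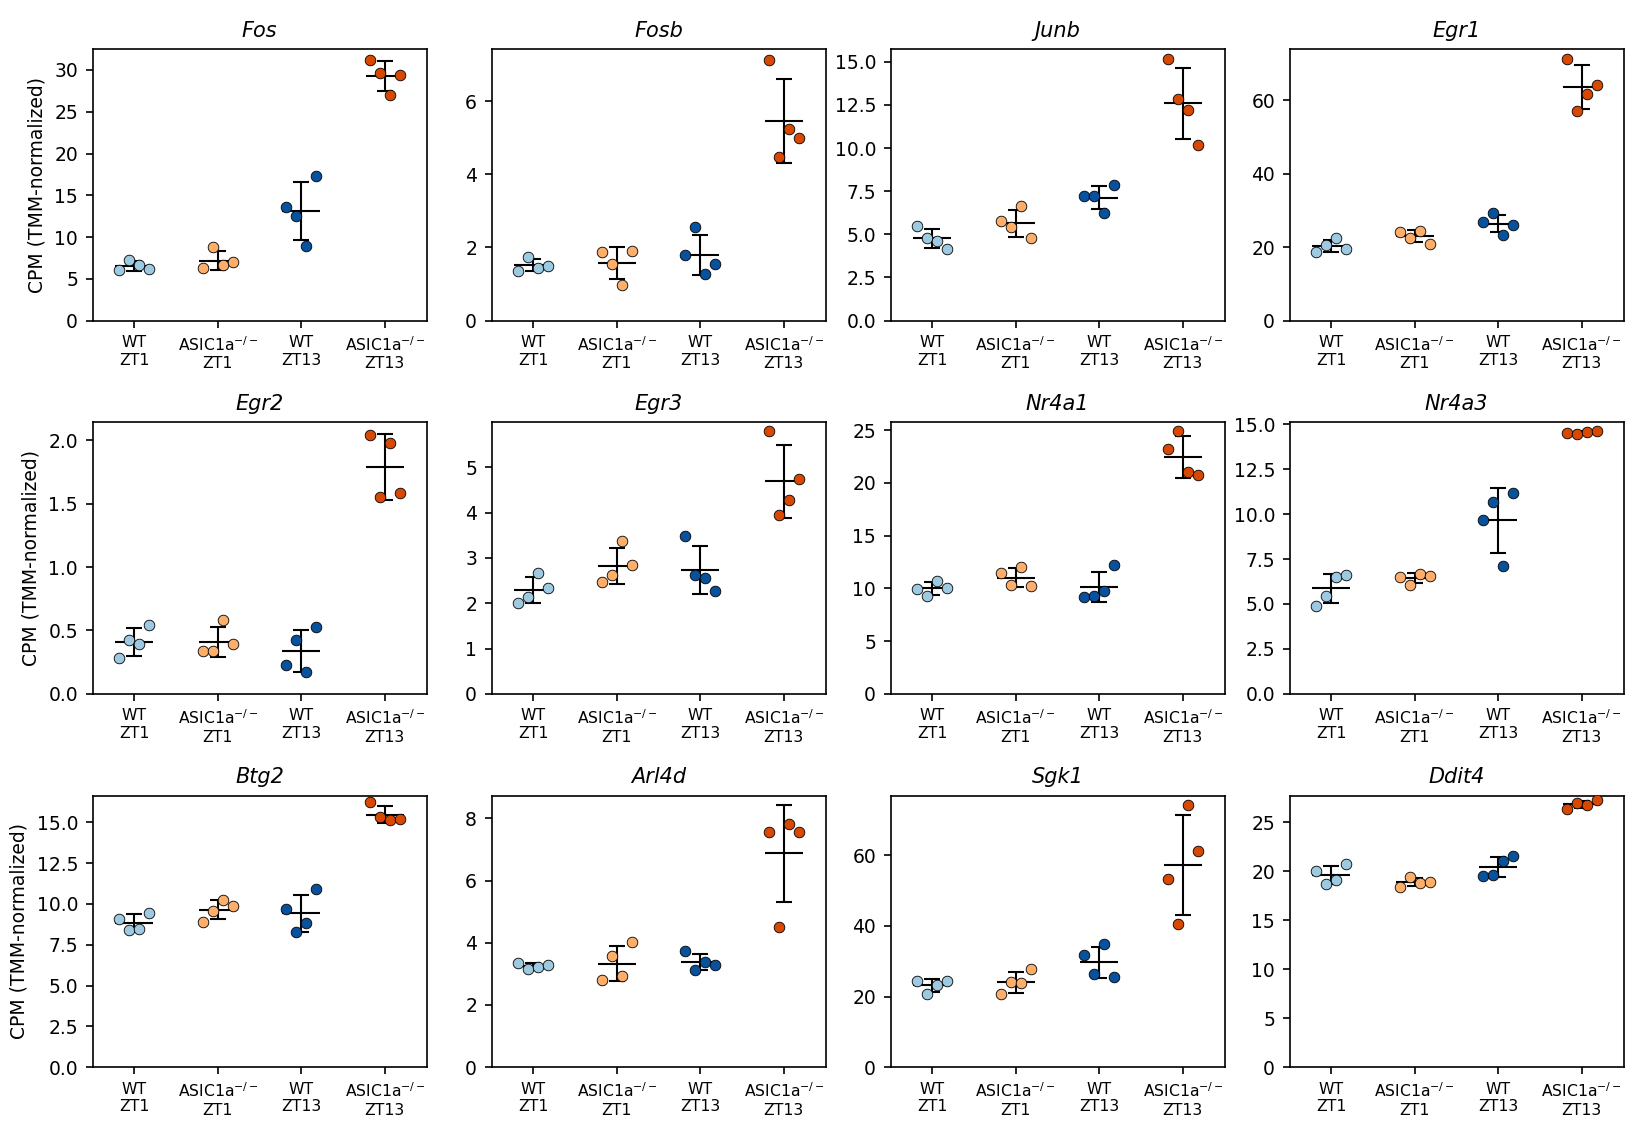
TMM-normalized CPM of *Fos*, *Fosb*, *Junb*, *Egr1*, *Egr2*, *Egr3*, *Nr4a1*, *Nr4a3*, *Btg2*, *Arl4d*, *Sgk1* and *Ddit4* in each library, by genotype and time. Dots are libraries, dashes group means and bars SD; for *Egr1* the 4 ASIC1a-/- libraries at ZT13 lie above all others.

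The genotype-by-time interaction, which tests whether the difference between genotypes changed from ZT1 to ZT13, passed for *Egr1* (log2 1.08, adjusted p = 0.00015) and *Nr4a1* (1.02, adjusted p = 0.00156) but not for *Egr2* (2.38, 0.0954), *Btg2* (0.59, 0.0954), *Arl4d* (0.99, 0.296) or *Sgk1* (0.90, 0.387). It passed for *Egr2* without WT ZT13 replicate 4 (0.0229), for *Btg2* without WT ZT13 replicate 4 (0.00799), for *Arl4d* without ASIC1a-/- ZT13 replicate 2 (0.00586) and for *Sgk1* without ASIC1a-/- ZT13 replicate 2 (0.0236). *Arl4d* and *Sgk1* lost their calls at ZT13, and *Egr1* and *Nr4a1* their interaction, only when the level of *Gh* was a covariate.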

Other genes regulated by ASIC1a are signaling proteins, including a GTPase (*Arl4d*), a kinase (*Sgk1*), transcription factors (*Btg2, Egr1-3*), and nuclear receptors (*Nr4a1,3*). They are all negatively regulated by activation of Akt or mTOR^25^. The *c-fos*, *fosb,* and *Junb* genes are early response genes (ERG) that are activated transiently and rapidly in response to a wide variety of cellular stimuli; they are also regulated by Akt or mTOR^26^. 

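*Fos*, *Fosb* and *Junb* encode subunits of the transcription factor AP-1, and each was higher in ASIC1a-/- than in WT hypothalamus at ZT13. *Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) was at 29.3 ± 1.75 CPM in ASIC1a-/- and 13.1 ± 3.47 CPM in WT mice (SD, n = 4), a log2 fold change of 1.16 (SE 0.133, adjusted p = 0.00019). *Fosb* (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) was at 5.45 ± 1.15 against 1.80 ± 0.550 CPM. Its log2 fold change was 1.60 (SE 0.210, adjusted p = 0.00102). *Junb* (ENSMUSG00000052837, chromosome 8, 84974484 to 84978718) was at 12.6 ± 2.06 against 7.13 ± 0.678 CPM, a log2 fold change of 0.82 (SE 0.118, adjusted p = 0.00283). At ZT1 the levels in ASIC1a-/- and WT mice were 7.17 ± 1.14 and 6.53 ± 0.566 CPM for *Fos*, 1.57 ± 0.431 and 1.51 ± 0.164 CPM for *Fosb*, and 5.64 ± 0.771 and 4.76 ± 0.553 CPM for *Junb*. The log2 fold changes at ZT1 were 0.13, 0.060 and 0.24 (adjusted p = 0.879, 0.970 and 0.726). The interaction of genotype and time did not pass for *Fos* (log2 1.03, adjusted p = 0.209) or *Fosb* (1.54, 0.212), and passed for *Fos* without WT ZT13 replicate 4 (0.00852). *Fos* rose from ZT1 to ZT13 in both genotypes, by a log2 fold change of 1.00 in WT (adjusted p = 0.00030) and 2.03 in ASIC1a-/- mice (adjusted p = 9.4e-08). *Junb* rose by 0.58 (0.00521) and 1.16 (1.0e-05). The genes of the immediate early list that did not pass over all genes at ZT13 included *Jun*, another AP-1 subunit (0.11), *Fosl2* (0.34), *Arc* (0.25) and *Npas4* (0.084). The delayed activity-dependent genes, 20 in number, had a median log2 fold change of 0.033 at ZT13, and 1 was higher when adjusted over the list alone. With a preset correlation the list passed (camera, adjusted p = 0.00174, and adjusted p = 0.105 with an estimated correlation).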

*1700016P03Rik* encodes the microRNAs 132 and 212^27^, and *Gm49980* is a long intergenic non-coding RNA gene.

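*1700016P03Rik* (ENSMUSG00000085609, chromosome 11, 75172560 to 75177633), annotated as a processed transcript, was higher in ASIC1a-/- than in WT hypothalamus at ZT13. It was at 1.73 ± 0.404 CPM in ASIC1a-/- and 0.70 ± 0.130 CPM in WT mice (SD, n = 4), a log2 fold change of 1.30 (SE 0.228, adjusted p = 0.0240). At ZT1 it was at 0.503 ± 0.152 against 0.507 ± 0.115 CPM, a log2 fold change of -0.012 (SE 0.269, adjusted p = 0.996). At ZT13 its level rested on 45 to 94 counts in the ASIC1a-/- libraries and 18 to 28 in the WT libraries. It lost its call in 13 of 32 alternatives, with an adjusted p of 0.00148 to 0.894 over them, among them without WT ZT13 replicate 1 (0.0794), WT ZT13 replicate 2 (0.123), WT ZT13 replicate 3 (0.0570), WT ZT13 replicate 4 (0.0518), ASIC1a-/- ZT13 replicate 2 (0.0595), ASIC1a-/- ZT13 replicate 3 (0.139) or ASIC1a-/- ZT13 replicate 4 (0.0827). The values are of the host transcript and say nothing of the microRNAs themselves. *Gm49980* has no entry under that name in the annotation used here and was not analysed.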

**Fig. 4:**
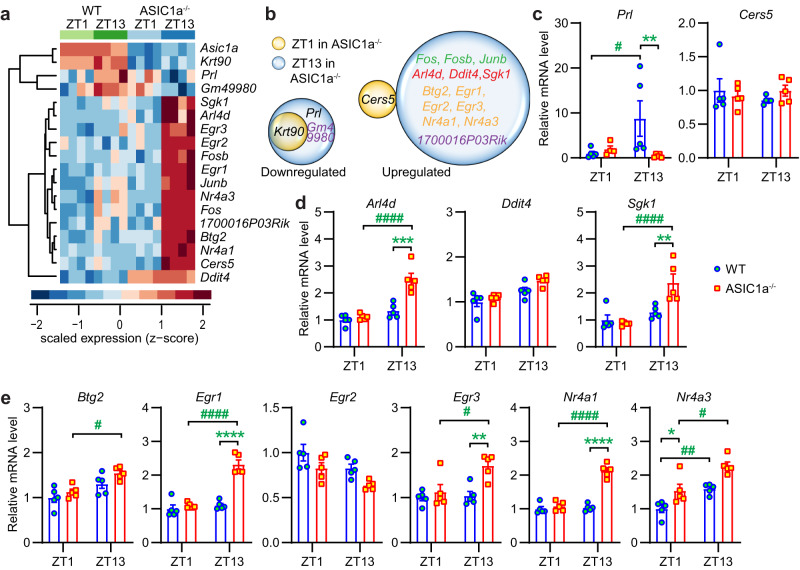
Effects of ASIC1a on the hypothalamus transcriptome. **a** Heat map representing significantly altered transcripts (*p* < 0.005) in hypothalamus across the genotypes. Samples are in columns and genes are in rows; *n* = 4 animals per condition. High expression is displayed in red (*z* score >1) while low expression in blue (*z* score <1). **b** Venn diagrams comparing the expression-changed genes, based on the RNA-seq data sets. **c**–**e** RT-qPCR analysis to identify the gene expression change of functional (**c**), kinase and signaling protein (**d**), and transcription factor and nuclear receptor genes (**e**). Results for each mouse are presented as relative expression, normalized to the mean of the WT at ZT1; *n* = 4–5 animals per condition. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; WT compared to ASIC1a^−/−^ at the corresponding ZT; ^#^*p* < 0.05; ^##^*p* < 0.01; ^####^*p* < 0.0001; comparison for a given genotype between the ZT conditions; two-way ANOVA test and Tukey post hoc test, done on log2-transformed data. Error bars indicate SEM.

The expression of these genes, except for the non-coding genes and *Krt90*, was tested by RT-qPCR in the same mouse hypothalamus RNA samples. The expression of *Prl* was increased at ZT13 relative to ZT1 in WT but not ASIC1a^−/−^ mice and was higher in the WT than in ASIC1a^−/−^ mice at ZT13 (Fig. 4c). The indicated upregulation of *Cers5* in ASIC1a^−/−^ was not confirmed with RT-qPCR (Fig. 4c). The only significant difference between WT and ASIC1a^−/−^ mice at ZT1 was the higher expression of *Nr4a3* in WT hypothalamus (Fig. 4e). The higher expression in ASIC1a^−/−^ relative to WT at ZT13 was confirmed for *Arl4d, Sgk1, Egr1, Egr3,* and *Nr4a1*. The RT-qPCR analysis also showed that the hypothalamic expression of several of these genes was increased at ZT13 relative to ZT1 in ASIC1a^−/−^ mice (*Arl4d, Sgk1, Btg2, Egr1, Egr3, Nr4a1,* and *Nr4a3)*, while such an increase was seen in WT hypothalamus only for *Nr4a3* (Fig. 4d, e). The expression of *Fosb* was not different between ZT1 and ZT13 in WT (Supplementary Fig. 3a). In ASIC1a^−/−^ mice, its level was lower at ZT1 and higher at ZT13 than WT, and it was increased at ZT13 over ZT1. A similar pattern was observed for *c-fos*. For *Junb* in contrast, there was an increase at ZT13 over ZT1 in WT, but not ASIC1a^−/−^ mice. The absence of *Asic1a* mRNA in ASIC1a^−/−^ animals was confirmed (Supplementary Fig. 3b). 

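*Trh*, which encodes the thyrotropin-releasing hormone of the hypothalamus, did not differ past the test between genotypes or times in the RNA-seq libraries. *Trh* (ENSMUSG00000005892, chromosome 6, 92242061 to 92244650) was at 88.1 ± 9.93 CPM in ASIC1a-/- and 82.1 ± 9.77 CPM in WT mice at ZT1 (SD, n = 4), a log2 fold change of 0.10 (SE 0.101, adjusted p = 0.860). At ZT13 it was at 80.7 ± 6.00 against 93.2 ± 14.2 CPM, a log2 fold change of -0.21 (SE 0.101, adjusted p = 1.00). From ZT1 to ZT13 the log2 fold change was 0.18 (SE 0.101, adjusted p = 0.259) in WT and -0.13 (SE 0.101, adjusted p = 0.460) in ASIC1a-/- mice. The genotype-by-time interaction was -0.31 on the log2 scale (unadjusted p = 0.0443, adjusted p = 1.00). Of 16 measured genes of thyrotropin-releasing hormone and of thyroid hormone transport, conversion and action, 1 was higher in ASIC1a-/- mice at ZT13 when adjusted over the list alone, and the list did not differ from other genes between genotypes (camera, adjusted p = 0.465 at ZT1 and 0.871 at ZT13). Between times, *Dio2*, the enzyme that makes active thyroid hormone, was higher at ZT13 in WT mice, with a log2 fold change of 0.56 (adjusted p = 0.00093), and in ASIC1a-/- mice, with 0.59 (adjusted p = 0.00056). By RT-qPCR the paper reports a tendency in the other direction in WT mice, but in mediobasal and not whole hypothalamus.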

Although the RNA-seq did not show any difference in *Trh* levels (Fig. 4a, b), the RT-qPCR analysis showed a diurnal rhythm of *Trh* mRNA expression in the hypothalamus and the PVH, which was disrupted by the deletion of ASIC1a (Fig. 3c–e). The hypothalamic expression of the pituitary hormone *thyroid-stimulating hormone β subunit (Tshb)* was not different between WT and ASIC1a^−/−^ mice, nor between the two time points (Supplementary Fig. 3c).

### The daily expression rhythms of *Trh* and *Prl* are regulated by ASIC1a, likely via the Akt-mTOR pathway

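*Mtor*, *Akt1* and *Akt2*, which encode mTOR and kinases of the Akt family, did not differ past the test between ASIC1a-/- and WT hypothalamus. At ZT13 the log2 fold change was -0.014 for *Mtor*, 0.0090 for *Akt1* and 0.065 for *Akt2*, each with an adjusted p of 1.00. At ZT1 it was -0.032 for *Mtor*, -0.018 for *Akt1* and 0.063 for *Akt2*. *Akt2* fell from ZT1 to ZT13 in both genotypes, with a log2 fold change of -0.18 in WT (adjusted p = 0.00620) and -0.18 in ASIC1a-/- mice (adjusted p = 0.00760). From ZT1 to ZT13 the 27 measured components of the PI3K, Akt and mTOR pathway had a median log2 fold change of 0.036 in ASIC1a-/- mice (camera, adjusted p = 0.0174, and adjusted p = 0.0912 with an estimated correlation) and 0.019 in WT mice (adjusted p = 0.355). Over these components, the median log2 fold change between genotypes was -0.021 at ZT1 (camera, adjusted p = 0.151) and -0.0027 at ZT13 (adjusted p = 0.911). No member passed between genotypes by edgeR, over all genes or when adjusted over the list alone. Of 17 measured targets of FoxO factors, which Akt inhibits, 1 was higher at ZT13 when adjusted over the list alone, and their median log2 fold change was 0.026 (adjusted p = 0.0376, and adjusted p = 0.236 with an estimated correlation). The list lost its call without WT ZT13 replicate 1 (0.0599), WT ZT13 replicate 2 (0.129), WT ZT13 replicate 3 (0.208), ASIC1a-/- ZT13 replicate 1 (0.0529) or ASIC1a-/- ZT13 replicate 2 (0.229). RNA levels do not show the phosphorylation or activity of these kinases. The paper reasons from the genes higher in ASIC1a-/- mice at ZT13 (Fig. 4) to these kinases, because earlier work had found several of the genes to be repressed by them.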

Since several genes that were upregulated at ZT13 in the hypothalamus of ASIC1a^−/−^ mice (Fig. 4) are known to be negatively regulated by Akt and/or mTOR signaling, we tested next whether Akt and mTOR signaling was affected by the deletion of ASIC1a. *Trh* and *Prl* expression was previously shown to depend on the activity of the Akt-mTOR pathway^28,29^. Since global deletion of ASIC1a altered the expression of *Trh* and *Prl* in the hypothalamus (Figs. 3c–e, 4c), we investigated possible involvement of the Akt-mTOR pathway in the regulation of the daily expression of *Trh* and *Prl* by ASICs. The protein abundance of Akt and mTOR showed no daily rhythm in either WT or ASIC1a^−/−^ mice, with no significant difference between the two genotypes either (Fig. 5a and Supplementary Fig. 4a), consistent with the mRNA analysis (Supplementary Fig. 4b). Akt and mTOR are activated by phosphorylation induced by upstream signaling. The relative abundance of phosphorylated Akt (p-Akt), measured as p-Akt/Akt ratio, displayed in WT hypothalamus an increase at ZT12 relative to ZT0; in ASIC1a^−/−^ hypothalamus, this ratio was higher at ZT0 than at ZT8 (Fig. 5a). The overall hypothalamic p-Akt/Akt ratio was slightly increased upon deletion of ASIC1a^−/−^ (*p* = 0.043, Student’s *t*-test). The p-mTOR/mTOR ratio showed a daily rhythm in both WT and ASIC1a^−/−^ hypothalamus, with highest values at night in WT, and at ZT8 in ASIC1a^−/−^ mice. The overall hypothalamic p-mTOR/mTOR ratio was decreased by ~50% upon deletion of ASIC1a^−/−^ (Fig. 5a; *p* < 0.0001, Student’s *t*-test), consistent with the observed higher expression in ASIC1a^−/−^ hypothalamus of genes known to be negatively regulated by mTOR.

**Fig. 5:**
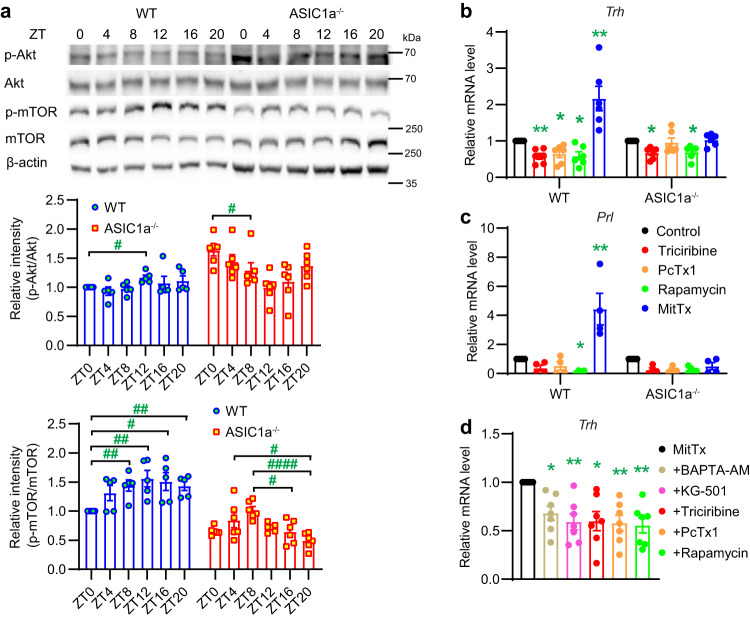
Activation of ASIC1a regulates the expression of *Trh* and *Prl*. **a** Representative western blots and quantitative analysis of Akt, p-Akt, mTOR, p-mTOR, and β-actin expression are shown for the indicated ZT in WT and ASIC1a^−/−^ mouse hypothalamus. For the quantification of p-Akt/Akt and p-mTOR/mTOR expression ratios, the intensity ratio of each condition was normalized to the WT ratio at ZT0 in each independent experiment, *n* = 5–6 animals per condition. *p < 0.05; **p < 0.01; ****p < 0.0001. Within the same genotype, differences in the p-Akt/Akt or p-mTOR/mTOR expression ratio were compared with each other by one-way ANOVA test and Dunnett’s post hoc test, and with the ZT0 WT condition by one-sample *t* test. **b**–**d** RT-qPCR analysis of *Trh* (**b**, **d**) and *Prl* (**c**) expression in cultured hypothalamus neurons. **b**, **c** Cultured neurons were exposed to triciribine (10 µM), PcTx1 (10 nM), rapamycin (200 nM), MitTx (2 nM) or vehicle (control) for 2 h, *n* = 4–7 independent experiments. **d** Neurons were pretreated for 30 min with the inhibitors BAPTA-AM (30 µM), KG-501 (10 µM), triciribine (10 µM), PcTx1 (10 nM), or rapamycin (200 nM) and then co-exposed for 2 h with the above inhibitors and 2 nM MitTx. Expression levels measured for each condition are presented relative to the mean of the control (**b**, **c**) or to MitTx-alone (**d**) in the respective experiment; *n* = 7 independent experiments. ^#^*p* < 0.05; ^##^*p* < 0.01; compared with control of the respective genotype (**b**, **c**) or MitTx (**d**) by one-sample *t* test. Statistical analysis was done on log2-transformed data. Error bars indicate SEM.

To test whether the observed changes in Akt and mTOR activation are due to altered ASIC expression or activity, the effects of the Akt inhibitor triciribine, the mTOR inhibitor rapamycin, the ASIC1a agonist Texas coral snake toxin (MitTx) and the ASIC1a inhibitor psalmotoxin1 (PcTx1) were measured. This set of experiments was carried out in cultured neurons of the cortex, which express ASIC currents^6,30^. When primary cultures of WT and ASIC1a^−/−^ cortical neurons were incubated with the indicated inhibitors or agonists for 2 h, ASIC1a abundance was not changed (Supplementary Fig. 4c). Triciribine lowered the p-Akt/Akt and p-mTOR/mTOR ratios or showed a tendency towards such a decrease, while rapamycin decreased or showed a tendency of a decrease of the p-mTOR/mTOR ratio in WT and ASIC1a^−/−^ neurons (Supplementary Fig. 4c). Both ratios were increased with MitTx in WT but not ASIC1a^−/−^ neurons, consistent with an activation of the Akt-mTOR pathway by ASIC1a; they remained however unaffected by exposure to PcTx1. Cultured cortical neurons were exposed to the drugs during 2 h, which is a different condition from the experiments in which Akt/mTOR signaling was compared between hypothalamus tissue of WT and ASIC1a^−/−^ (Fig. 5a). This may explain the absence of an effect of PcTx1 exposure. The observed opposite change of Akt and mTOR activity in hypothalamus tissue by ASIC1a^−/−^ deletion is incompatible with a unique signaling along the Akt-mTOR pathway and suggests that other interacting signaling pathways are also likely affected.

To test whether the activity of ASIC1a regulates the expression of *Prl* and *Trh* in hypothalamic neurons, the mRNA expression of *Prl* and *Trh* was measured in primary cultures of WT and ASIC1a^−/−^ hypothalamic neurons after a 2-h incubation with these compounds. MitTx increased *Trh* and *Prl* expression in WT but not ASIC1a^−/−^ neurons, whereas PcTx1 decreased *Trh* but not *Prl* in WT neurons (Fig. 5b, c). The expression of *Trh* was decreased in WT and ASIC1a^−/−^ neurons after triciribine and rapamycin treatment. The *Prl* expression was decreased by rapamycin but not by triciribine in WT neurons. Triciribine increased the expression levels of *Arl4d*, *Sgk1*, *Egr1* and *Nr4a1* in WT and of *Nr4a1* in ASIC1a^−/−^ hypothalamic neurons (Supplementary Fig. 4d), while rapamycin increased only the expression levels of *Sgk1* in WT neurons. Inhibition of ASIC1a by PcTx1 increased the mRNA levels of *Sgk1*, *Egr1*, *Egr3* and *Nr4a1* in WT but not ASIC1a^−/−^ neurons, consistent with a negative regulation by ASIC1a; however, treatment with the ASIC agonist MitTx did not downregulate the mRNA expression of these genes.

Activation of ASIC1a is known to allow Ca^2+^ influx and to activate PI3K, which in turn activates the Akt-mTOR pathway^31^. Activation of the Akt-mTOR pathway upregulates the cAMP response element-binding protein (CREB)^32,33^, which is known to be involved in the transcriptional activation of *Prl* and *Trh*^34,35^. To further investigate the signaling pathway connecting ASIC1a to the expression of *Trh*, we determined whether pre-incubation with the following compounds affected *Trh* expression after MitTx exposure in cultured hypothalamus neurons: BAPTA-AM (a cell-permeable Ca^2+^ chelator), KG-501 (an inhibitor of p-CREB), triciribine, PcTx1 and rapamycin. All inhibitors decreased the expression of *Trh* after MitTx exposure in WT neurons (Fig. 5d), suggesting that the MitTx-induced expression level of *Trh* depends, at least in part, on intracellular Ca^2+^, the Akt-mTOR pathway, and p-CREB.

### Lower voluntary locomotor activity in ASIC1a^−/−^ mice

To test whether ASIC1a may be involved in the control of diurnal rhythms, we studied locomotor activity rhythms of WT and ASIC1a^−/−^ mice by assessing wheel running. When exposed to an LD cycle, locomotor activity in the dark period was lower in ASIC1a^−/−^ mice compared to WT mice (Fig. 6a, b), indicating that ASIC1a regulates activity rhythms. The free-running period, determined under constant darkness (DD) conditions, was slightly but significantly longer in ASIC1a^−/−^ mice compared to WTs mice (Fig. 6a, c). These data suggest an effect of ASIC1a on the molecular clock or modulation of molecular clock outputs. However, short light pulses at ZT14 or ZT22 immediately after releasing the mice to constant darkness (according to the Aschoff type 2 protocol^36^) shifted the cycle in the same way in WT and ASIC1a^−/−^ mice (Fig. 6d), indicating that ASIC1a does not affect phase shifting of the circadian clock.

**Fig. 6:**
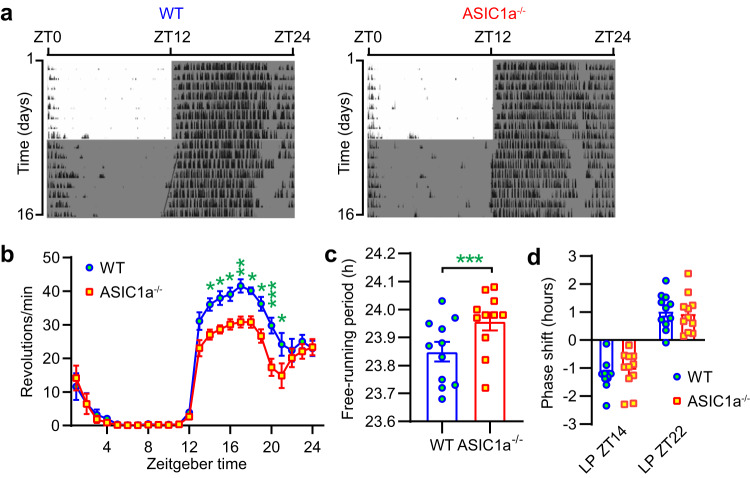
ASIC1a regulates circadian rhythm behaviors. **a** Representative actograms of wheel-running activity profile of a WT and ASIC1a^−/−^ mouse under 12 h light ∶ 12 h dark (LD) cycle or constant dark (DD, lower half) are shown. Periods of darkness are shown by dark shading. Animals were habituated as previously described^60^. **b** The 7-day average activity of WT and ASIC1a^−/−^ mice under LD conditions (corresponding to days 2–8) was quantified, *n* = 11 WT and 11 ASIC1a^−/−^ mice. *p < 0.05; **p < 0.01; ***p < 0.001, the difference between genotypes, two-way ANOVA repeated measures and Sidak post hoc test. **c** WT and ASIC1a^−/−^ mice were transferred to DD cycle and locomotor activity recordings from days 10 to 16 in free-running conditions were used to assess their internal period length with the χ^2^-periodogram analysis, *n* = 11 WT and 11 ASIC1a^−/−^ mice. ***p < 0.001, comparison between WT and ASIC1a^−/−^ mice, *t* test. **d** Phase shifts after light pulses according to the Aschoff type 2 protocol. For each light pulse (ZT14 and ZT22), animals were entrained to an LD cycle for 2 weeks before being released into constant darkness for 10 d. The pulse was administered on the first night after the end of LD, and phase shifts were calculated, *n* = 11 WT and 11 ASIC1a^−/−^ mice (two-way ANOVA). Statistical analysis was done on non-transformed data. Error bars indicate SEM.

### ASIC1a affects signaling in the pituitary

To elucidate the mechanisms mediating the ASIC1a regulation of body temperature and voluntary activity, the signaling in the pituitary was further analyzed. RT-qPCR of several pituitary hormones and proteins showed that expression of *Tshb* increased at ZT13 in the pituitary *pars distalis* (PD) of WT but decreased in the PD of ASIC1a^−/−^ mice and was higher in WT than in ASIC1a^−/−^ mice at ZT13 (Fig. 7a, Supplementary Fig. 5a). The orphan nuclear receptor Rev-Erbα (NR1D1) and the nuclear co-repressor NCOR1 were shown to regulate the circadian rhythm of *Tshb* in the pituitary, with the rhythm of *Ncor1* being opposite of that of *Tsh* and *NR1D1*^37^. We found that *Nr1d1* mRNA levels at ZT13 were decreased by ASIC1a deletion in PD, while *Ncor1* mRNA levels were not affected (Fig. S5b, c). The TSH protein level in the PD was measured at ZT17 (time at which ASIC1a^−/−^ mice showed a lower body temperature than WT mice) and at ZT5 (Fig. 7b); there was no difference in TSH abundance between the two time points, nor between genotypes. The expression of *Prl* was decreased at ZT13 relative to ZT1 in the pituitary of WT but not ASIC1a^−/−^ mice (Fig. 7c), opposite to the regulation in the hypothalamus of WT mice, where *Prl* levels were higher at ZT13 than ZT1 (Fig. 4c).

**Fig. 7:**
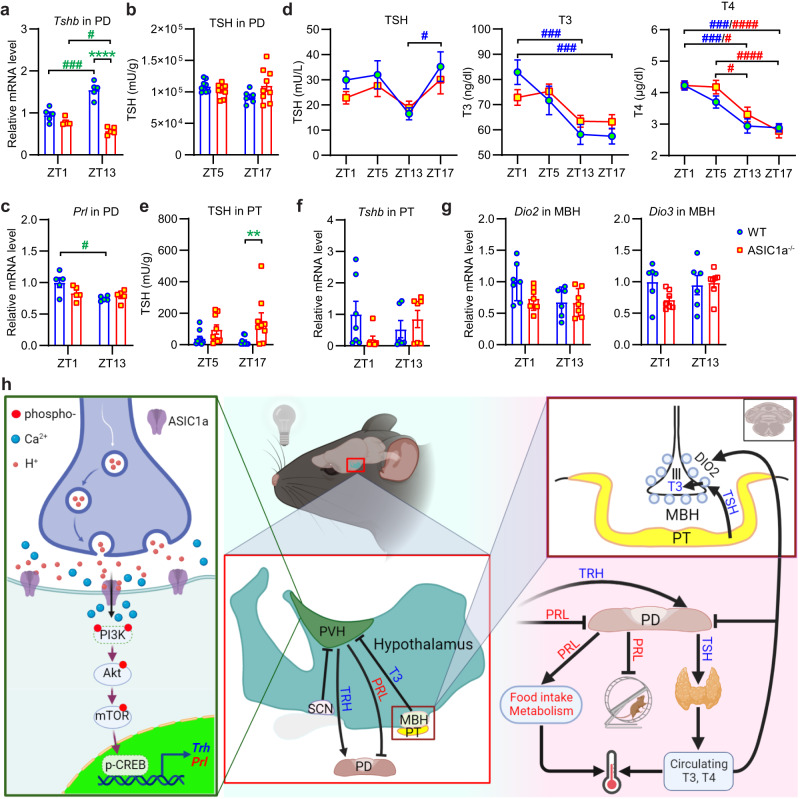
Altered signaling in ASIC1a^−/−^ mice at the level of the hypothalamus and pituitary, but not the thyroid. **a**, **c**, **f**, **g** mRNA levels quantified by RT-qPCR. **b**, **d**, **e** activity or quantity of proteins. In the RT-qPCR experiments, the gene expression levels were normalized to the mean expression of a given gene in WT at ZT1. **a** *Tshb* mRNA levels in pituitary *pars distalis* (PD); *n* = 4–5 animals per condition. **b** Activity of TSH in PD at the indicated time points, expressed as mU TSH/g of protein, *n* = 6–9 animals per condition. **c** *Prl* mRNA levels in the PD of the pituitary, *n* = 4–5 animals per condition. **d** Activity of TSH, T3 and T4 in serum at the indicated time points; *n* = 5–9 animals per condition. **e** Activity of TSH in pituitary *pars tuberalis* (PT) at the indicated time points, expressed as mU TSH/g protein; *n* = 6–9 animals per condition. **f** RT-qPCR analysis of *Tshb* expression in mouse PT; *n* = 6–7 animals per condition. **g** mRNA levels of *Dio2* and *Dio3* in MBH, *n* = 6–9 animals per condition. **p < 0.01; ****, *p* < 0.0001; WT compared to ASIC1a^−/−^ at the corresponding ZT; ^#^*p* < 0.05; ^###^*p* < 0.001; ^####^*p* < 0.0001; comparison for a given genotype between the ZT conditions; two-way ANOVA test and Holm-Sidak’s post hoc test. In d, the 2-way ANOVA analysis indicated that the genotype did not add to the variation, while the ZT did (*p* < 0.05 for TSH, and *p* < 0.0001 for T3 and T4). Statistical analysis was done on log2-transformed data, except for d where absolute values were used. Error bars indicate SEM. **h** Diagram summarizing the conclusions of the current work (created with BioRender). Left zoom, postsynaptic ASIC1a channels are activated by a drop in the pH in the synaptic cleft in PVH under dark conditions, leading to Ca^2+^ influx. The increase in intracellular Ca^2+^ activates the downstream PI3K/Akt/mTOR/CREB signaling pathway. p-CREB regulates the expression of *Trh* and *Prl*. Center and right, Neuronal signaling in the SCN and PVH controls TRH release. TRH stimulates the release of TSH from pituitary PD. Increased TSH in the PT increases the expression of DIO2, which promotes the secretion of T3 from the MBH to inhibit the expression of Trh in the PVH. Hypothalamic PRL inhibits PRL secretion in the pituitary. The changes in voluntary activity and body temperature may also depend on PRL. In the ASIC1a^−/−^ mice, the serum TSH, T3, and T4 activities were not changed. ASIC1a presumably regulates the body temperature by other changes in the hypothalamus, which include changed activity, food intake, and/or metabolism.

### ASIC1a deletion does not alter thyroid function

To determine whether the observed changes in the hypothalamus and the pituitary affect thyroid function, we measured the serum concentrations of TSH, T3, and T4 at four time points, ZT1 and ZT13 for comparison with the expression analysis, and ZT5 and ZT17 because the significant difference between the two genotypes in core body temperature was observed around ZT17. This analysis showed a circadian pattern for each of the hormones (Fig. 7d). However, although the amplitude of the circadian fluctuations of TSH and T3 serum levels appeared to be smaller in ASIC1a^−/−^ mice, there were no significant differences between WT and ASIC1a^−/−^ mice in TSH, T3 or T4 serum levels at any time point. This is consistent with the absence of any difference in TSH protein abundance in the PD between the two genotypes (Fig. 7b). The serum concentrations of T3 and T4 were higher during the inactive period, as reported previously^38,39^. At ZT5 and ZT13, there was a tendency towards higher T4 serum levels in ASIC1a^−/−^ mice compared to WT mice. If the lower body temperature of ASIC1a^−/−^ mice during the active phase were caused by changed signaling along the HPT axis, one would expect lower T4 serum levels in ASIC1a^−/−^ mice during this phase, which was not the case. These data indicate that, despite the effects of ASIC1a on the HPT axis, the lower body temperature in ASIC1a^−/−^ mice is not caused by altered serum levels of thyroid hormones.

In the mediobasal hypothalamus (MBH), local T3 homeostasis is controlled by type II and III iodothyronine deiodinases (DIO2 and DIO3). DIO2 generates T3 from T4, whereas DIO3 degrades T3 to T2 (3,3’-diiodothyronine)^40^. The TSH secreted from the pituitary *pars tuberalis* (PT) binds to the TSH receptor in MBH that activates a cAMP cascade. This TSH-TSH receptor-Dio2 signal pathway in PT/MBH is important for seasonal adaptations; it is not involved in signaling to the thyroid^41^. Interestingly, at ZT13, the TSH concentration in the PT was strongly increased in ASIC1a^−/−^ mice compared to WT mice (Fig. 7e), although the *Tshb* RNA levels in the PT were not significantly different between ASIC1a^−/−^ and WT mice (Fig. 7f). In WT mice, the expression levels of *Dio2* in the MBH showed a tendency towards lower levels at ZT13 than at ZT1 (*p* = 0.16), while in ASIC1a^−/−^ mice, they were similarly low at both time points (Fig. 7g). These observations may suggest an ASIC1a-dependent T3 formation in the MBH via DIO2, which would inhibit TRH secretion. *Dio3* levels in MBH were not affected by time nor by genotype. Taken together, these data highlight notable changes in the HPT axis of ASIC1a^−/−^ mice, without, however, altered thyroid hormone serum levels that could account for the changes in the core body temperature of these mice. The daily rhythm of pituitary mRNA expression of *Prl*—a hormone known to affect metabolism and activity in mice—is suppressed in ASIC1a^−/−^ mice, pointing to a possible role of PRL in the observed changes.

## Discussion

We show here that the expression of ASIC1a has a daily rhythm in the adult hypothalamus and in embryonic neurosecretory hypothalamic neurons. Global deletion of ASIC1a lowered voluntary activity and the core body temperature during part of the active phase and disrupted the circadian rhythm of the mRNA expression of *Trh* in the hypothalamus, of *Tshb* in the pituitary, and of *Prl* in both hypothalamus and pituitary. Since deletion of ASIC1a did not alter the serum thyroid hormone levels, the lower body temperature in these mice is likely due to a changed metabolism and/or energy expenditure.

TRH from the PVH controls TSH synthesis and release from the pituitary PD (Fig. 7h). We found that the increase in *Trh* mRNA levels in the PVH at night was disrupted in ASIC1a^−/−^ mice. Deletion of ASIC1a ostensibly affected TRH synthesis via the observed changes in electrical signaling in the PVH. The SFR was increased at night relative to the day in WT but not ASIC1a^−/−^ mpd neurons. The SCN sends inhibitory signals to the PVH^42^, and modulation of the SFR in the SCN controls circadian behavioral rhythms^21^. The SFR of mouse SCN neurons is higher during the day than at night^43,44^. The observed higher SFR in mpd neurons at night is consistent with a negative regulation by the SCN. Inhibitory inputs to the PVH are mediated by GABAergic signaling^45^, and the activation of GABA_A_ receptors was shown to inhibit ASIC activity in brain neurons^46^. The observed disruption of the circadian changes in mpd neuron SFR of ASIC1a^−/−^ mice indicates that the SFR is positively regulated by ASICs of the PVH or its connected nuclei.

Among the genes upregulated by ASIC1a deletion identified by RNA-seq, several are known to be negatively regulated by Akt and/or mTOR, which suggests that ASIC1a may, via Akt and/or mTOR, inhibit the expression of these genes. In hypothalamic neurons, activation of ASICs is expected to induce an increase in the intracellular Ca^2+^ concentration^4^. Intracellular Ca^2+^ and hypoxia activate PI3K^47^. The inhibition of the ASIC1a-induced increase of *Trh* expression by the Ca^2+^ chelator BAPTA-AM indicates a contribution of the Ca^2+^ entry (Fig. 5d). PI3K acts upstream of Akt^48^. Activation of ASIC1a by MitTx increased the Akt and mTOR activity. In experiments in which ASIC1a had been activated by MitTx, the p-CREB inhibitor KG-501 partially prevented the increase in *Trh* expression, suggesting that mTOR induces *Trh* expression via CREB. Deletion of ASIC1a upregulated in the hypothalamus the p-Akt/Akt and decreased the p-mTOR/mTOR expression ratio (Fig. 5a). The increased p-Akt/Akt expression ratio in ASIC1a^−/−^ mice is opposite from what is expected if ASIC1a activates the Akt-mTOR signaling pathway, suggesting that ASIC1a may regulate mTOR activity in hypothalamic neurons via additional pathways that do not involve Akt.

Consistent with the altered *Trh* expression in the hypothalamus, the increase of the *Tshb* expression in the pituitary at ZT13 was suppressed in ASIC1a^−/−^ mice. However, TSH protein abundance in the PD showed no circadian rhythm and was not different between WT and ASIC1a^−/−^ mice. It is not plausible that the increased TSH abundance in the PT of ASIC1a^−/−^ mice could affect the body temperature. TSH from the PT does not stimulate thyroid follicular cells^41^, and the measurement of T3 and T4 serum levels at four time points showed no significant differences between WT and ASIC1a^−/−^ mice. Given that the clear differences observed in aspects of HPT signaling do not translate into changes in thyroid hormone serum levels, the regulation of body temperature by ASIC1a must be mediated by other mechanisms. Recent research has highlighted the central actions of thyroid hormones. Thyroid hormones in the arcuate nucleus of the hypothalamus exert an increase in food intake; they also boost, by central actions, the adrenergic tone of the sympathetic nervous system, leading to increased energy expenditure^49,50^. ASIC1a may affect these, or related processes and regulate the body temperature in this way.

A recent study showed that knockdown or pharmacological inhibition of ASIC1a in the PVH of mice caused a decrease in energy expenditure and an increase in food intake, leading to body weight gain, glucose intolerance, and insulin resistance^51^, supporting the importance of hypothalamic ASIC1a for the food intake and metabolism. The lower energy expenditure upon ASIC1a knockdown in the PVH is expected to lead to a lower body temperature, as observed in the global ASIC1a^−/−^ mice in the present work. Body temperature was however not measured in the mentioned study^51^.

The lower body temperature at ZT17 and ZT18 in ASIC1a^−/−^ compared to WT mice was measured in the period of the day during which ASIC1a^−/−^ mice showed less wheel running (a voluntary activity) than WT mice. The body temperature measurements were done in cages without a running wheel, and spontaneous activity under these conditions, measured with the sensor unit used for the recording of body temperature, was not different between ASIC1a^−/−^ and WT mice. Therefore, the lower body temperature in ASIC^−/−^ mice appears not to be due to decreased activity.

In WT mice, the expression of *Prl* at ZT13 was increased in the hypothalamus, while it was decreased in the pituitary; these daily changes were suppressed by deletion of ASIC1a. PRL is primarily a pituitary hormone, but it is also expressed in several hypothalamic nuclei^24^, where local synthesis occurs^52^. PRL of the hypothalamus inhibits, via an increase of dopamine, the basally high PRL secretion by the pituitary in a negative feedback loop^53,54^. There is growing evidence that PRL also affects metabolism outside pregnancy and lactation. Given that PRL promotes food intake^55^, the suppressed circadian rhythm in pituitary *Prl* levels in ASIC1a^−/−^ mice might lead to a decreased food intake. Exogeneous and endogenous PRL has also been shown to suppress wheel-running activity in mice^56,57^. In the present study, we found that wheel-running activity in the active phase (ZT14-ZT20) was lower in ASIC1a^−/−^ mice than in WT mice. The lower wheel-running activity of ASIC1a^−/−^ mice compared to WT mice at night may be due to the blunted decrease of *Prl* expression in the pituitary at night in ASIC1a^−/−^ animals.

In conclusion, the present study demonstrates that the expression of ASIC1a in the hypothalamus follows a daily rhythm, and that deletion of ASIC1a partially prevents the normal increase in body temperature during the active phase. The lower body temperature in ASIC1a^−/−^ mice is likely due to altered signaling in the hypothalamus that leads to changes in metabolism and/or food intake warranting further characterization.

## Methods

### Animals and ethical approval

WT and ASIC1a^−/−^ mice were generated by breeding heterozygous mice with a C57BL/6 genetic background. ASIC1a^−/−^ mice^6^ were provided by Dr. John Wemmie, University of Iowa. All experiments were carried out with male mice that had access to food and water ad libitum. Male mice were used since there is evidence for a more robust pattern with smaller standard error in some aspects of circadian rhythm, such as wheel running^58^. There are no indications for different effects of this gene deletion between male and female mice. Mice were maintained on a 12 h light/dark cycle unless noted differently. The age of the mice is indicated in the specific Methods sections. The genotype of the mice was determined by PCR analysis of animal tissue^6^. All animal handling procedures were done in accordance with institutional and Swiss guidelines and approved by the veterinary services of the Cantons of Vaud and Fribourg. We have complied with all relevant ethical regulations for animal testing. For isolation of hypothalamus tissue, 3-month-old mice were euthanized by exposure to CO_2_ at different ZT, decapitated, and the eyes were rapidly removed. The mouse brain was quickly removed and immediately placed on a cold plate. The optic nerve between the olfactory bulbs was carefully cut, and the hypothalamus was removed with curved tweezers. For dissecting the SCN, an ~500 μm thick coronal slice of the hypothalamus was cut with a blade. The slice was placed in a dish filled with cold HBSS, and placed under a dissection microscope, and the SCN was dissected out bilaterally, identified by its position caudal of the optic chiasm^59^. For dissecting the PVH, an ~400 μm thick coronal slice of the hypothalamus was cut with a blade. The slice was placed in a dish filled with cold HBSS, and placed under a dissection microscope, and the PVH was dissected out bilaterally, identified by its position relative to the third ventricle. For dissecting the PT, an ~1 mm thick coronal slice of the hypothalamus was cut with a blade. The slice was placed on a cold plate, freezing the tissue, placed under a dissection microscope, and the PT was dissected out with a blade. For dissecting the PD, the mouse brain was quickly removed, and the PD was taken from the skull.

### Analysis of wheel-running activity

At 2–3 months of age, the mice were single-housed in custom-built cages with a stainless-steel wire running wheel with a diameter of 11.5 cm, as described previously^60^ at 22 ± 2 °C. Briefly, the mice had unlimited access to the running wheel in a light- and sound-proof ventilated cabinet, and were entrained to a 12 h dark:12 h light cycle for 10 days prior to the start of experiments. Their running activity under this light/dark (LD) 12:12 cycle was recorded over the next 7 days. *Zeitgeber* time (ZT) 0 corresponds to lights on—and ZT12 corresponds to lights off under the LD 12:12 cycle. On the axis of the wheel, a system with a magnet closed a switch for each wheel revolution. The data was digitized using an interface from Actimetrics and the activity was recorded in 1 min intervals and processed using the ClockLab software version 6.0.54, allowing for analysis of daily activity. Lighting conditions were then changed to constant darkness (DD), which allowed for analysis of mouse activity patterns in the absence of light as a daily *zeitgeber*. Such conditions allow the determination of the free-running period (*τ*), which is the subjective perception of the internal period length without daily synchronization to light. Free-running periods were determined by both, the *χ*^2^-periodogram and by fitting regression lines through activity onsets. These analyses yielded similar results. In Fig. 6c, the statistical significance is based on the *χ*^2^-periodogram analysis. Mice were re-entrained to an LD 12:12 cycle for 10–14 days in order to analyze resetting of the organism’s internal rhythm in response to nocturnal light exposure. The Aschoff type 2 protocol was performed^36^. Briefly, after the re-entrainment, mice were again released into DD. On the first night after the end of LD, a light pulse of 15 min was administered at ZT14 or 22^36^. The animals were then kept in DD for 10 days. Regression lines were fitted through activity onsets before and after the light pulse (the first three days after the pulse were discarded) in order to calculate the phase shift on the first day after the pulse.

### Telemetry device implantation

Telemetry device implantation was performed in the Cardiovascular Assessment Facility (Centre Hospitalier Universitaire Vaudois) on 12 mice per group. Electrodes (HD-S02, Data Sciences International) were placed in the peritoneal cavity of the anesthetized mice. About 20 min before anesthesia, buprenorphine chlorhydrate (0.1 mg/kg) was injected as analgesia. The mouse was anesthetized by isoflurane inhalation and placed on a warming pad (37–38 °C) for maintenance of body temperature and maintained under anesthesia via a nose cone (1.5–2% in O_2_, 1 L/min). Ocular gel was applied to hydrate the cornea during the surgical procedure. The skin of the mouse was shaved and disinfected with hydro-alcoholic solution at the level of the abdomen. A small incision was made in the skin and the peritoneal wall was just large enough to allow the transmitter to enter the cavity. The flexible leads were tunneled under the skin towards the right pectoral muscle and the last ribs at about 1 cm of the xiphoid appendix. The peritoneal and skin incisions were then sutured and disinfected. The supply of anesthetic gas was stopped, and the animal was returned to its cage placed on a heating surface until complete wakefulness. After surgery, mice received ibuprofen 20 mg/mL in tap water for 4 days. After 10 days of recovery from surgery, the body temperature and the activity of the mice were measured in the cage in the animal facility. The sensor contained a three-axis accelerometer to report activity measurements, allowing analysis by the Ponemah software (Data Science International). The body temperature and activity were measured in three groups of mice (3–4 mice/group) per genotype for 4 days at an environmental temperature of 24–25 °C. Average values of the daily cycle were then calculated from the 4-day period.

### Serum hormone measurements

36 mice were used in these experiments to collect the serum. Mice used in the experiments were maintained on a 12 h light/dark cycle with food and water *ad libitum*. Blood was obtained by cardiac puncture after CO_2_ exposure of the mice at ZT1 or ZT13. The blood was then left at room temperature (23 ± 2 °C) for 30 min, before a centrifugation at 2000 × *g* for 20 min was carried out at room temperature to collect the serum; the serum was immediately stored at −80 °C. Serum TSH, total triiodothyronine (T3), and total thyroxine (T4), were measured at the University of Chicago, as previously described in detail^61^. Briefly, TSH was measured in 40 μL of serum using a sensitive double-antibody precipitation radioimmunoassay (RIA). The limit of serum TSH detection was 10 mU/L. Total T_4_ concentrations were measured by coated-tube T_4_ monoclonal RIA from MP Biomedicals (Irvine, CA); the detection limit was 0.5 µg/dL. For T_3_ measurement, 30 µl serum was first extracted with chloroform-methanol, then dried and constituted in RIA buffer; T_3_ RIA assay was performed using a specific antibody against T_3_^62^. The sensitivity was 1 pg per tube.

### Mouse neuron cultures

36 pregnant mice and 216 mouse embryos were used in these experiments to obtain cells for hippocampus, hypothalamus, and cortical neuron culture. Hippocampus, hypothalamus, and cortical neuron culture were performed as previously described^18^. Briefly, days 14, 15 pregnant mice were euthanized by exposure to CO_2_, the embryos were killed, and the hippocampus, cortex, and hypothalamus of the E14-15 embryos were dissected in ice-cold HBSS medium (ThermoFisher). Brain tissues were chopped into small pieces (~1 mm) and incubated at 37 °C for 18 min in 0.05% Trypsin-EDTA (ThermoFisher), then washed three times in Neurobasal medium (ThermoFisher) containing 10% fetal bovine serum (FBS) and dissociated into single cells. After a 5 min centrifugation at 1000 rpm, neurons were re-suspended in Neurobasal/FBS medium. Hypothalamic neurons were seeded at 50,000 cells per 35-mm petri dish. The seeded cells were used for the mRNA assay, and five 10-mm diameter glass coverslips coated with poly-L-lysine were placed into the dishes for functional analysis. For Western blot analysis, cortical neurons were seeded at 150,000 cells per 35-mm petri dish previously coated with poly-l-lysine. The medium was replaced after 12 h by Neurobasal Medium Electro (ThermoFisher) containing the B27 serum-free supplement (ThermoFisher), the GlutaMAX supplement (ThermoFisher), and Gentamicin (10 µg/ml final concentration, ThermoFisher). Neuronal cultures were maintained at 37 °C in a humidified atmosphere of 5% (v/v) CO_2_ in air, and every 2–3 days half of the medium was replaced with fresh plating medium. Patch-clamp and biochemical assay experiments of neurons were carried out after at least 12 days after seeding. To synchronize the rhythm of cultured neurons, they were exposed at day 11 after seeding for 30 min to 1 µM dexamethasone. Experiments were done at ≥18 h after the synchronization.

### Cultured neuron electrophysiological recording

Electrophysiological recordings were done using the whole-cell patch-clamp technique in voltage- and current-clamp mode with an EPC10 patch-clamp amplifier (HEKA Elektronik-Harvard Bioscience) as previously described^18^. Solution changes were carried out using computer-controlled electrovalves (cF-8VS) and the MPRE8 perfusion head (Cell MicroControls, Norfolk, VA). Data were acquired with Patchmaster software and analysis of the currents was carried out with Fitmaster (HEKA Elektronik-Harvard Bioscience). The sampling interval and the low-pass filtering were set to 50 µs and to 3 kHz, respectively.

The pipette solution contained, in mM, 120 KCl, 30 NaCl, 10 HEPES, 5 EGTA, 2 MgATP, 1 MgCl_2_, and 0.5 CaCl_2_, adjusted to pH7.2 with Tris-base. The osmolarity of the pipette solution was 280–300 mOsm (Advanced Instrument Osmometer, Norwood, MA, USA). The extracellular Tyrode solution contained, in mM, 140 NaCl, 5 KCl, 10 glucose, 2 CaCl_2_, and 1 MgCl_2_, buffered to various pH values with either 10 mM HEPES (pH > 6.0) or 10 mM 2-(N-morpholino)-ethanesulfonic acid (MES; pH ≤ 6.0). The osmolarity of the extracellular solution was 310–320 mOsm. The pH of the solutions was controlled on the day of the experiment and adjusted if necessary. All recordings were performed at room temperature.

### Brain slice preparation and recording of spontaneous firing

9-10-week-old mice were deeply anesthetized at ZT1 or ZT13 with isoflurane. The mice were killed by decapitation, and the eyes were rapidly removed. The mouse brain was quickly removed and immediately placed in well-oxygenated (95% O_2_/5% CO_2_, v/v) ice-cold sucrose-based dissection solution containing (in mM): 110 sucrose, 60 NaCl, 3 KCl, 1.25 NaH_2_PO_4_, 28 NaHCO_3_, 7 MgCl_2_, 0.5 CaCl_2_, 5 D-glucose. pH was adjusted to 7.4 using NaOH or HCl. Three coronal hypothalamus slices (250 μm thick) containing the paraventricular nucleus (PVH) were obtained using a 7000smz-2 Vibrotome (Campden Instruments). Brain slices were incubated at room temperature for at least 1 h in oxygenated artificial cerebrospinal fluid (aCSF) containing (in mM): 120 NaCl, 2.5 KCl, 1 NaH_2_PO_4_, 26.2 NaHCO_3_, 1.3 MgCl_2_, 2.5 CaCl_2_, 11 D-glucose. pH was adjusted to 7.4 using NaOH or HCl. In the recording chamber, the slices were bathed in oxygenated aCSF (32–34 °C) at a flow rate of ~2 ml/min. The placement of brain slices was observed using an infrared-differential interference contrast video monitor.

Loose patch-clamp recordings were obtained within 8 h after the slice preparation. The recordings were done using borosilicate glass micropipettes (2–3 MΩ) containing aCSF as the pipette solution. Seals were obtained with gentle or no suction to produce a loose patch seal with a resistance of 10–30 MΩ. Extracellular currents from spontaneous APs were recorded in voltage-clamp mode at 0 mV holding potential. Recordings lasted from 3 min for cells firing regularly at high frequency up to 5 min for cells that were silent or firing at low frequency. Currents were amplified using an Axon 200B amplifier and digitized at 250 kHz using a Digidata 1440 A interface (Molecular Devices). Signals were filtered at 5 kHz and analyzed offline with pCLAMP programs (Axon Instruments).

### Protein extraction and biochemical assay

374 mice were used in these experiments to collect the organs. Mice were euthanized by cervical dislocation immediately before the removal of the organs. Mouse tissues were lysed in cold RIPA buffer (20 mM Tris-HCl, 150 mM NaCl, 2 mM EDTA, 1% NP-40 (v/v), 1% sodium deoxycholate (w/v), pH7.5), containing 1:100 diluted protease and phosphatase inhibitor cocktail (Sigma Aldrich), with shaking for 20 min on ice. The mixture was then centrifuged at ~14,000 × *g* for 15 min at 4 °C, after which the supernatant was collected and the protein concentration was measured using the BCA Protein Assay Kit (23227, ThermoFisher), and all samples were diluted to 0.5 mg protein per mL. The samples in 1× sample loading buffer (0.3 M sucrose, 2% SDS, 2.5 mM EDTA, 60 mM Tris pH8.8, 0.05% (w/v) bromophenol blue, 25 mM DTT) were heated at 95 °C for 10 min.

Western blot analysis was carried out as previously described^63^. Briefly, 10 µl protein samples were separated on 10% SDS-PAGE gels at 100 V, then transferred to 0.2 µM nitrocellulose membranes (Amersham Biosciences) at 4 °C, 100 V for 2 h. After the transfer, the blot was blocked with 5% milk (in TBST buffer, Tris-buffered saline with 0.1% Tween 20 solution) for 1 h at room temperature, followed by 2% BSA in TBST buffer for 1 h at room temperature. The blot was incubated at 4 °C overnight with the primary antibodies, followed, after washing, by the HRP-labeled secondary antibody for 2 h at room temperature. The signals were detected using the Fusion SOLO chemiluminescence system (Vilber Lourmat, Marne-la-Vallée, France) using SuperSignal™ West Femto Maximum Sensitivity Substrate (34095, Thermo Scientific). The following antibodies were used: anti-ASIC1 (1:1000, rabbit, kindly provided by Dr. John Wemmie)^6^, anti-actin (1:1000, rabbit; A2066, Sigma Aldrich), anti-BMAL1 (1:1000, rabbit), anti-Akt (1:1000, rabbit; H-136, Santa Cruz), anti-p-Akt (Ser473; 1:1000, mouse; 4051, Cell Signaling), anti-mTOR (1:1000, rabbit; 2972, Cell Signaling), anti-p-mTOR (Ser2448; 1:1000, rabbit; 5536, Cell Signaling), goat anti-mouse IgG (1:2000; B7401, Sigma), and donkey anti-rabbit IgG (1:2000; NA934VS, GE Healthcare). Quantification was done using the ImageJ program. β-actin was used as the total protein control to which the band signals were normalized.

### RNA extraction and gene expression assay

Mouse tissues were lysed, and RNA was isolated according to the manufacturer’s instructions using the RNAqueous™ Total RNA Isolation Kit (AM1931, ThermoFisher) and stored at −80 °C. Briefly, tissues were lysed in lysis solution and were then neutralized, and samples were loaded onto a silica filter for RNA binding on the filter. Samples were then washed thoroughly and eluted with DEPC-treated water. RNA was quantified by NanoDrop 8000 spectrophotometer (ThermoFisher) and the purity was assessed by the absorbance ratios of 260:280 and 260:230 nm. A ratio of 260:280 ≥ 1.8 and 260:230 between 1.9 and 2.2 was considered acceptable for real-time reverse transcription polymerase chain reaction (RT-qPCR). cDNA was synthesized using the PrimeScript™ RT Master Mix (RR036A, TaKaRa) kit. Real-time PCR analyses were carried out with triplicates of each sample cDNA on QuantStudio 12 K Real-Time PCR System (Applied Biosystems, Inc.) with a SYBR Green Master Mix (4309155, ThermoFisher) under the following conditions: 3 min at 95 °C, followed by 40 cycles of 10 s at 95 °C and 25 s at 60 °C. The primers used are shown in Supplementary Table 1. Gene-specific amplification was confirmed by melt curve analysis. Expression levels were calculated relative to *Gapdh* (brain tissue), *Ppia* (Peptidylprolyl isomerase A, pituitary), or *Hprt* (Hypoxanthine-guanine phosphoribosyltransferase, thyroid gland) based on the 2^−ΔΔCt^ method.

### RNA sequencing

Genomic RNA was extracted from hypothalamus tissue samples using the Purelink RNA mini kit (12183018 A; Invitrogen, ThermoFisher Scientific) following a standard protocol. RNA quantity was analyzed with the Agilent 5200 Fragment Analyzer System (Agilent Technologies, Inc), using RNA quality number (RQN) as a quality indicator; RQN ≥ 8 was considered acceptable for RNA sequencing. Reverse transcribed RNA was used for sequencing performed at the Lausanne Genomic Technologies Facility (GTF, University of Lausanne). The sequencing library was prepared using the Nextera DNA Library Preparation Kit (Illumina, San Diego, CA, USA) for 100-bp paired-end sequencing runs on Illumina HiSeq 2500, aiming for a 100-fold coverage.

Purity-filtered reads were adapted, and quality trimmed with Cutadapt (v. 1.8). Reads matching to ribosomal RNA sequences were removed with fastq-screen (v. 0.11.1). Remaining reads were further filtered for low complexity with reaper (v. 15-065)^64^. Reads were also aligned to the *Mus musculus* transcriptome (GRCm38.102) using STAR (v. 2.5.3a) and the estimation of the isoforms abundance was computed using RSEM (v. 1.2.31). The number of read counts per gene locus was summarized with HTSeq-count (v. 0.9.1) using *Mus musculus* genome (GRCm38.102) annotation. The quality of the RNA-seq data alignment was assessed using RSeQC (v. 2.3.7)^65^. Statistical analysis was performed for genes in R (v. 4.0.2). Genes with low counts were filtered out according to the rule of 1 count per million (cpm) in at least 1 sample. Library sizes were scaled using TMM normalization and log-transformed into counts per million or CPM (EdgeR package version 3.28.1).

### Reagents

All drugs were purchased from Sigma Aldrich (Buchs, Switzerland) unless otherwise mentioned.

### Statistics and reproducibility

Results are expressed as the mean ± SEM. For qRT-PCR analyses, mRNA levels were normalized to the mean of the control condition. For Western blot analysis and cell culture experiments, values at different time points or different conditions were normalized to the control condition on the same blot, or the same cell culture experiment. For all statistical analyses of normalized data, the log (on the basis of 2) of each data point was calculated and statistical analyses were done with these transformed values. Statistical comparisons were performed using Student’s *t* test for comparison between two groups or for paired comparisons, one-way ANOVA followed by Dunnett’s or Tukey post hoc test when more than two groups under same condition were involved, and two-way ANOVA followed by Tukey post hoc test for comparison between two or more groups under two conditions. For Western blot data and experiments that were normalized in the same way as the western blot analyses, the data of the time points except the control (e.g., the control being ZT0, WT in Western blots) were compared among each other with one-way ANOVA followed by Tukey or Dunnett’s post hoc test; while the values at different time points were compared to the control value with a one-sample *t* test.

For data expressed as absolute values, the D’Agostino-Pearson omnibus and Shapiro–Wilk test were used to test for a normal distribution. Statistical tests were applied accordingly, as indicated in the respective figure legends. Statistical tests were carried out with Graphpad Prism 9 (GraphPad, San Diego).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

RNA-seq data have been deposited at GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185718) and are publicly available. All other experimental data are contained in the manuscript and supplementary files or are available from the corresponding author at reasonable request. Raw data are provided in the file “Supplementary Data 1”. Raw images of the blots are provided in Supplementary Fig. 6.

# Supplementary material for: ASIC1a affects hypothalamic signaling and regulates the daily rhythm of body temperature in mice
**Source:** Commun Biol. 2023 Aug 17;6:857. doi: 10.1038/s42003-023-05221-2
**Supplement:** Supplementary file 2 — Supplementary information

Supplementary Information

**ASIC1a affects hypothalamic signaling and regulates the daily rhythm of body temperature in mice**

Zhong Peng, Panos G. Ziros, Tomaz Martini, Xiao-Hui Liao, Ron Stoop, Samuel Refetoff, Urs Albrecht, Gerasimos P. Sykiotis, and Stephan Kellenberger

This PDF file includes:

- Supplementary Figures 1 to 6
- Supplementary Table 1

An additional supplementary information file in this study includes the following:

- Supplementary Data 1: Raw data of graphs and charts

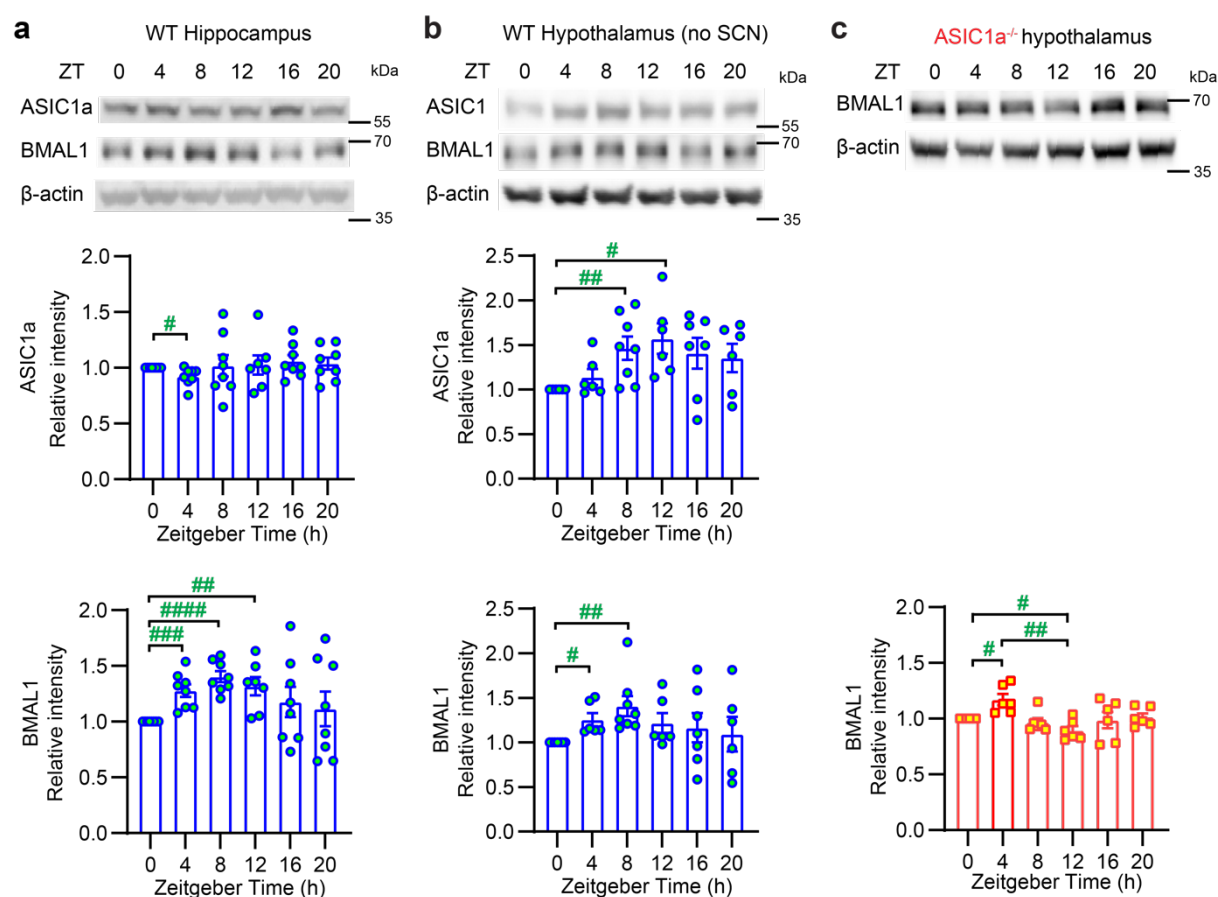

**Supplementary Figure 1. Daily expression pattern of ASIC1a and BMAL1 in the hippocampus and in the hypothalamus without SCN.** Representative Western blots and quantitative analysis of ASIC1a, BMAL1 and  $\beta$ -actin expression at the indicated ZT in WT hippocampus (a), WT hypothalamus without SCN (b) and of BMAL1 in ASIC1a<sup>-/-</sup> hypothalamus (c).  $\beta$ -actin was used as a loading control. For the quantification of ASIC1a and BMAL1 expression, the intensity of each protein band is normalized to the corresponding band at ZT0 in each independent experiment,  $n=6-8$  animals per condition. #,  $p<0.05$ ; ##,  $p<0.01$ ; ###,  $p<0.001$ ; ####,  $p<0.0001$  compared with each other by one-way ANOVA test and Dunnett's *post-hoc* test or with the ZT0 condition by one-sample t-test, done with log2-transformed data. Error bars indicate SEM.

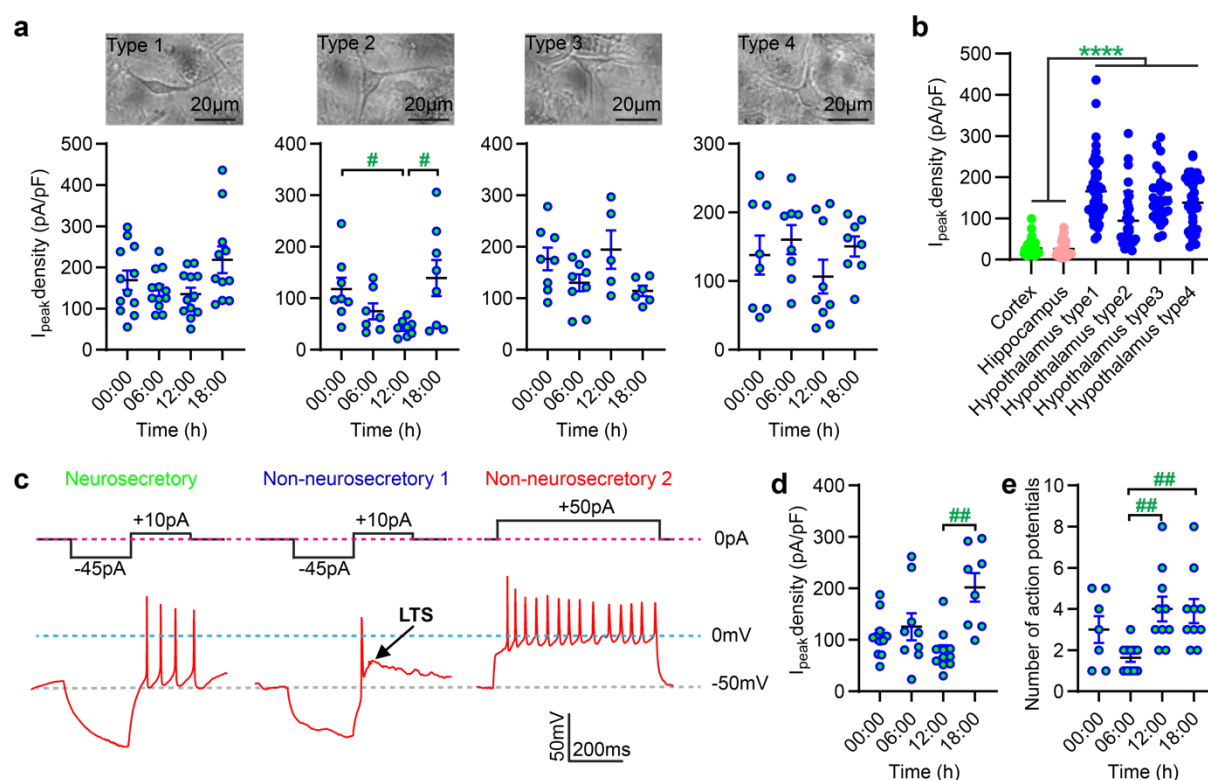

**Supplementary Figure 2. Daily rhythm of ASIC currents in cultured hypothalamus neurons.** ASIC activity from cultured hypothalamus neurons or as indicated, measured as current density by whole-cell patch-clamp at -60 mV (**a**, **b**, **d**) or measured as change in membrane potential (**c**) or number of action potentials (APs, **e**) from current-clamp experiments. Note that these neurons were not synchronized, and the time is indicated as time, not *Zeitgeber* time. **a** Representative images of four typical morphology-based types of cultured hypothalamus neurons at day 12, and peak current densities of pH6.6-induced current at the indicated time are indicated for each of the four types of hypothalamus neurons,  $n=5-12$  cells per condition. **b** Peak current densities of pH6.6-induced current in cultured mouse brain neurons, as indicated, over one diurnal cycle,  $n=26-43$  cells per condition. **c** Electrogenic properties of cultured hypothalamus neurons to classify them into neurosecretory and non-neurosecretory neurons<sup>15, 16</sup>. The protocols shown in the left and center panels were applied first. The neuron responded with APs only (neurosecretory) or with low-threshold spike (LTS, non-neurosecretory 1). If these two protocols did not induce APs, the current protocol shown on the right was applied. If a burst of APs was induced, the neuron was classified as "non-neurosecretory 2", and if not as "others", as reported in Fig. 2a. **d-e** Data from cultured mouse neurosecretory type 1 hypothalamus neurons. **d** Peak current densities of pH6.6-induced current at the indicated time,  $n=8-11$  cells. **e** Number of pH6.6-induced APs at the indicated time,  $n=7-11$  cells. Error bars indicate SEM. For statistical analyses of current densities (**a**, **b**,

**d)**, log2-transformed data were compared by one-way ANOVA test and Dunnett's *post-hoc* test. In **e**, non-transformed data were compared with Kruskal-Wallis and Dunn's post-hoc test; #,  $p < 0.05$ ; ##,  $p < 0.01$ ; ####,  $p < 0.0001$ .

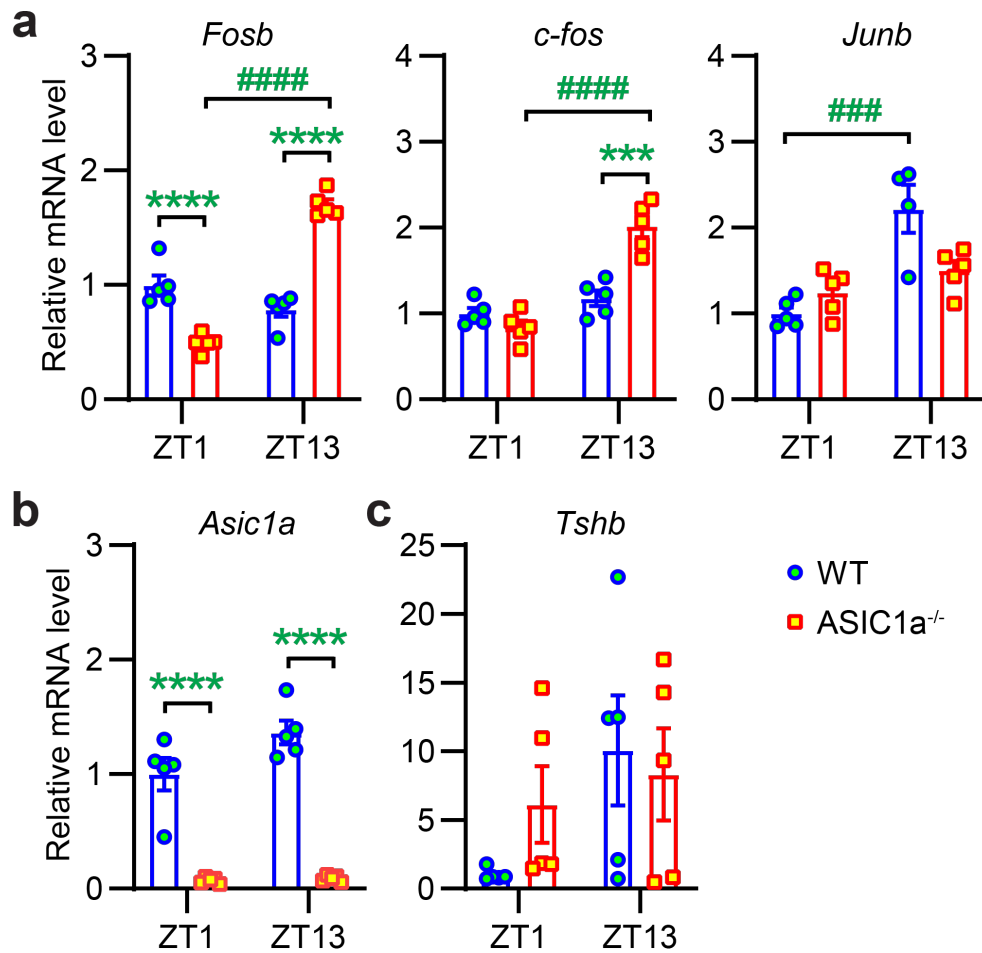

**Supplementary Figure 3. Daily expression pattern of hypothalamic genes.** a-d RT-qPCR analysis to identify the gene expression change of early response genes (a), *Asic1a* (b), and *thyroid-stimulating hormone  $\beta$  subunit* (*Tshb*, c). Results for each mouse are presented as relative expression normalized to the mean of the WT at ZT1 group. Data are presented as mean  $\pm$  SEM,  $n=4-5$  animals per condition. \*\*\*,  $p<0.001$ ; \*\*\*\*,  $p<0.0001$ ; compared WT to corresponding ZT ASIC1a<sup>-/-</sup>; ###,  $p<0.001$ ; ####,  $p<0.0001$ ; comparison of each ZT with the corresponding genotype; two-way ANOVA test and Holm-Sidak's *post-hoc* test. Statistical analysis was done from log2-transformed data.

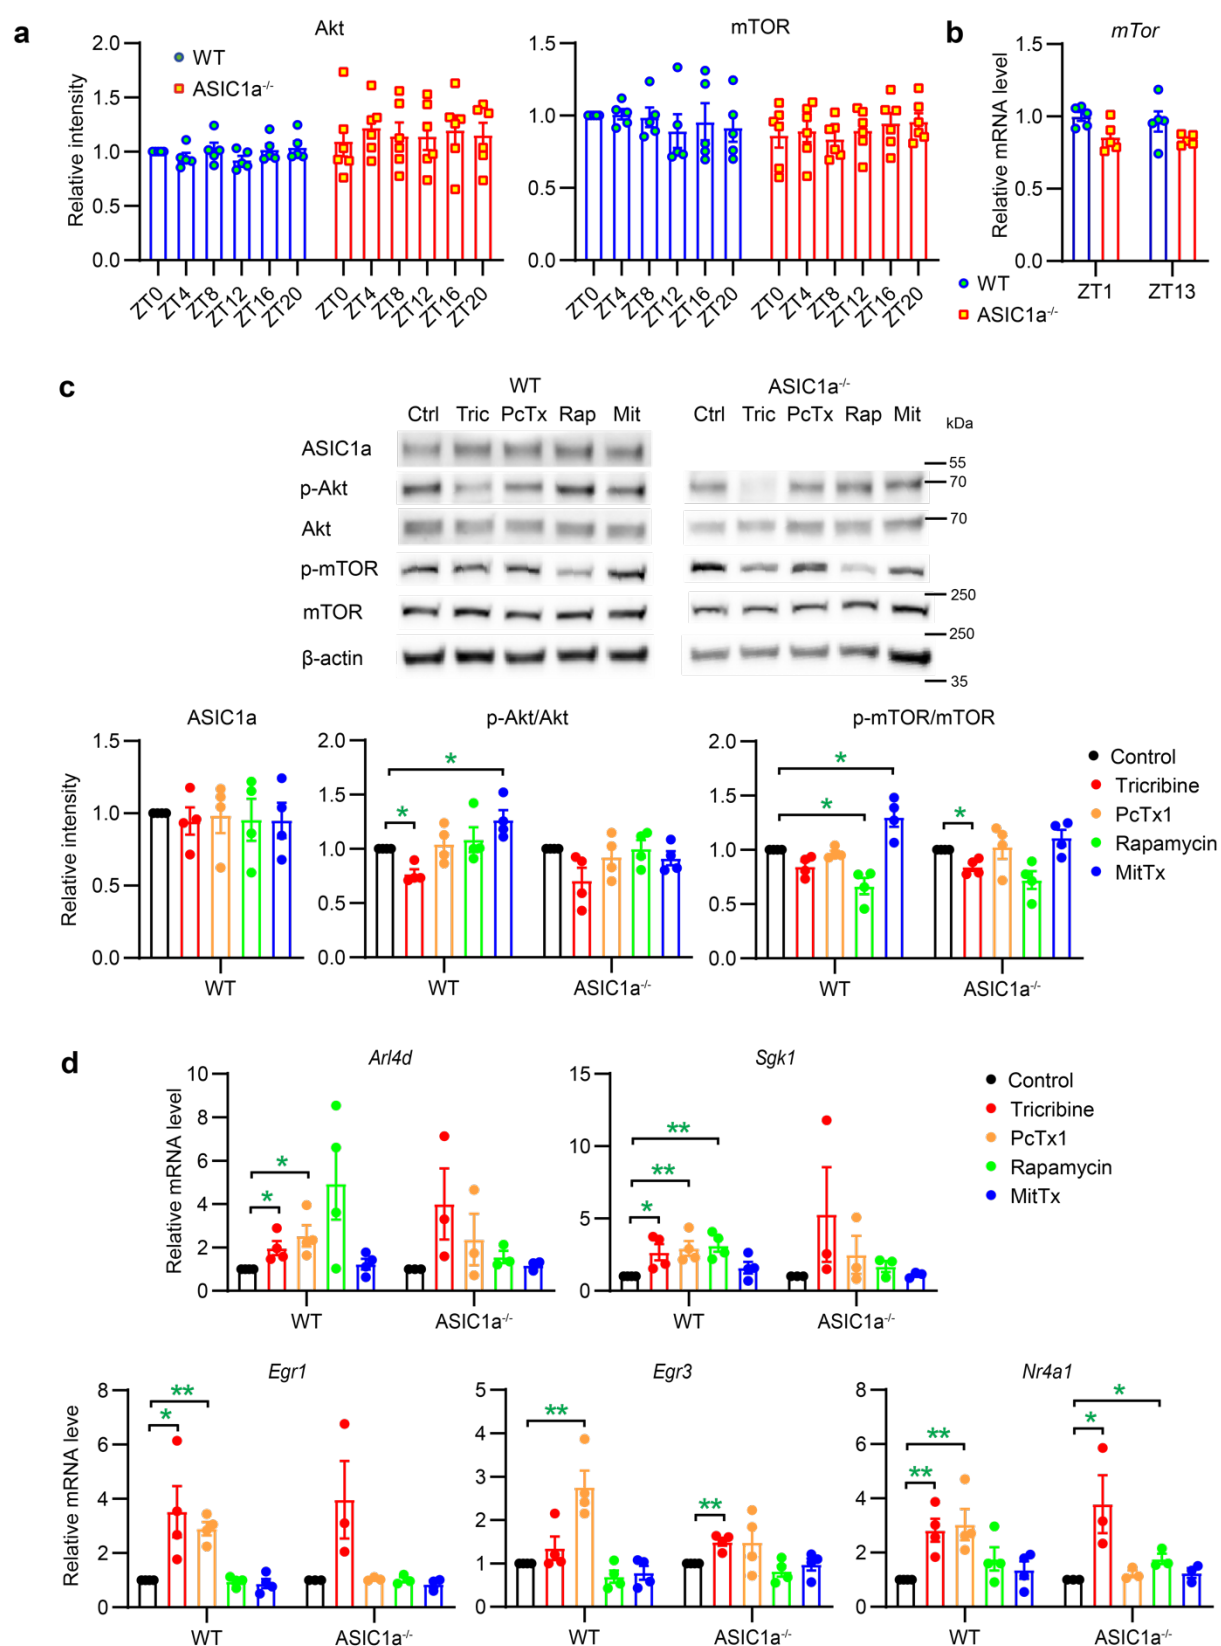

**Supplementary Figure 4. Regulation of the Akt-mTOR pathway.** **a** Quantification of Akt and mTOR expression from the independent experiments of hypothalamus tissue shown in Fig. 5a.  $\beta$ -actin was used as a control for the total protein. The intensity of each protein band is

normalized to the corresponding WT band at ZT0 in each independent experiment;  $n=5-6$  animals per condition. **b** RT-qPCR analysis of *mTor* mRNA. Results for each mouse are presented as relative expression normalized to the mean of the WT at ZT1;  $n=5$  animals per condition. **c** Representative Western blots and quantitative analysis of ASIC1a, Akt, p-Akt, mTOR, p-mTOR and  $\beta$ -actin expression are shown for each protein in WT and ASIC1a<sup>-/-</sup> cultured cortical neurons treated with triciribine (10 $\mu$ M), PcTx1 (10nM), rapamycin (200nM), MitTx (2nM) or vehicle (control) for 2 h, as indicated. For the quantification of ASIC1a expression, p-Akt/Akt ratio and p-mTOR/mTOR ratio, the values measured for each condition are normalized to the corresponding control value in each independent experiment;  $n=4$  independent experiments. \*,  $p<0.05$ ; \*\*,  $p<0.01$ , relative to the control condition in the respective genotype. For p-Akt/Akt in ASIC1a<sup>-/-</sup>, triciribine vs. control,  $p=0.125$ ; for p-mTOR/mTOR, triciribine vs control in WT,  $p=0.056$ ; rapamycin vs. control in ASIC1a<sup>-/-</sup>,  $p=0.066$ . **d** RT-qPCR analysis of *Arl4d*, *Sgk1*, *Egr1*, *Egr3* and *Nr4a1* expression in cultured hypothalamus neurons (from the same samples as those used in **Fig. 5b-d**). Cultured neurons were treated with triciribine, PcTx1, rapamycin, MitTx or vehicle (control) for 2 h, as indicated. Expression levels measured for each condition are presented relative to the mean of the control in the respective experiment;  $n=3-4$  independent experiments. *Egr1*, Triciribine vs. control in ASIC1a<sup>-/-</sup>,  $p=0.07$ . (**c** and **d**) \*,  $p<0.05$ ; \*\*,  $p<0.01$ ; compared with control by one sample t-test. Statistical analysis was done from log2-transformed data. Data are presented as mean  $\pm$  SEM.

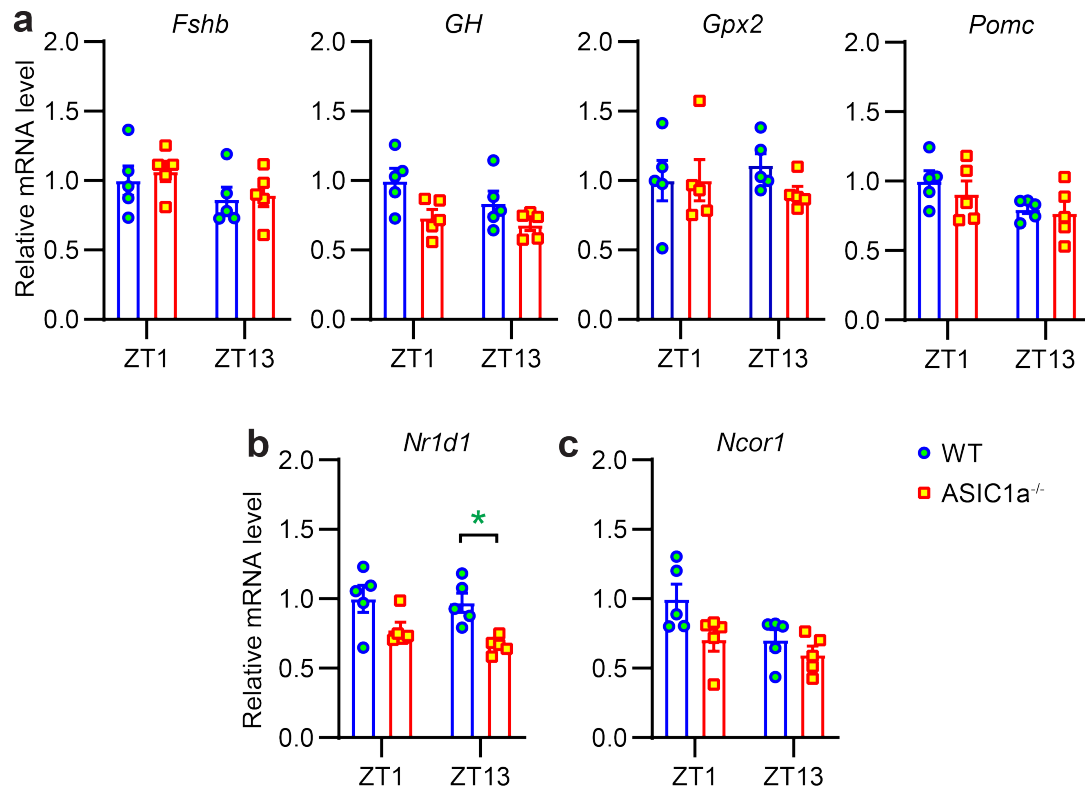

**Supplementary Figure 5. Daily expression pattern of molecules and regulators of the HPT axis.** mRNA levels in the *pars distalis* (PD) of the pituitary were quantified by RT-qPCR. **a** Follicle-stimulating hormone beta subunit (*Fshb*), growth hormone (*GH*), glutathione peroxidase 2 (*Gpx2*), pro-opiomelanocortin (*Pomc*). **b** *Nr1d1* (Rev-Erba); **c** *Ncor1* (Nuclear corepressor 1). Results for each mouse are presented as relative expression normalized to the mean of the WT at ZT1. Data are presented as mean  $\pm$  SEM,  $n=4-5$  animals per condition. \*,  $p<0.05$ ; compared between WT and ASIC1a<sup>-/-</sup> at the same ZT; two-way ANOVA test and Holm-Sidak's *post-hoc* test. Statistical analysis was done from log2-transformed data.

# Supplementary Fig. 6 Uncropped blot images

(Figure 1a)

ASIC1a

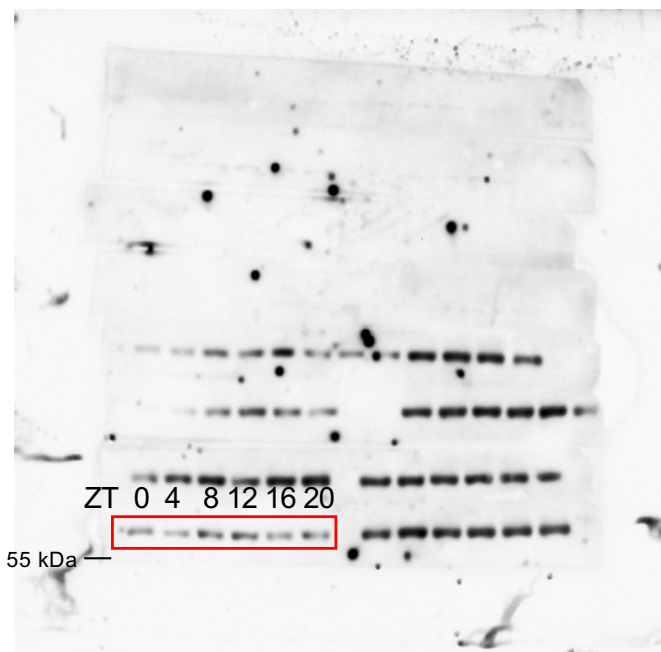

BMAL1

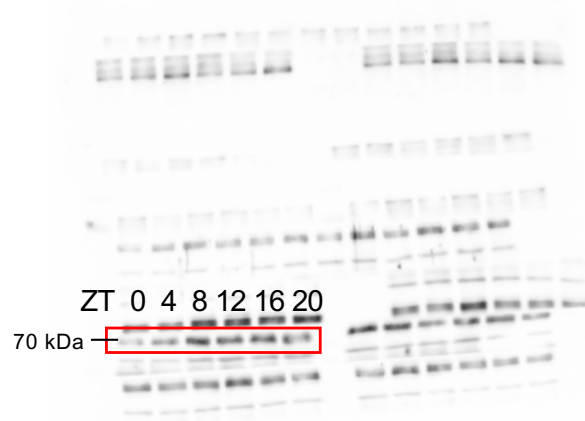

$\beta$ -actin

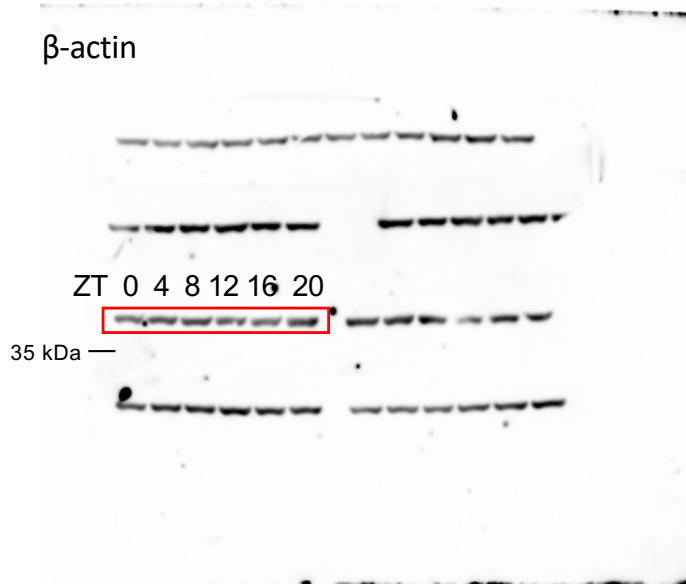

(Figure 1b)

ASIC1a

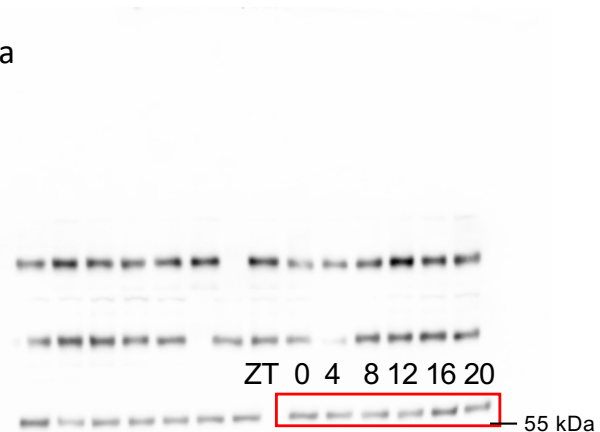

$\beta$ -actin

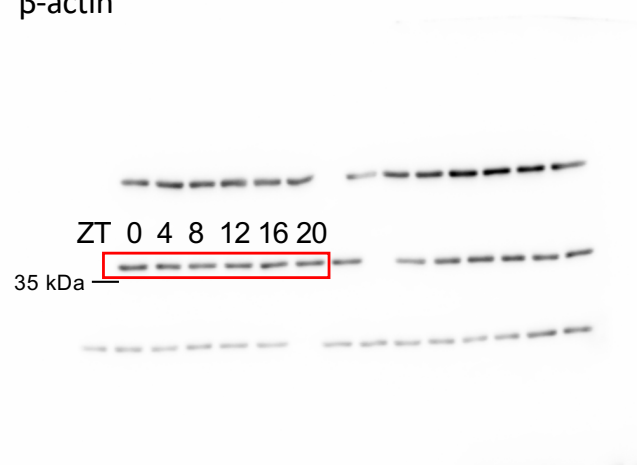

BMAL1

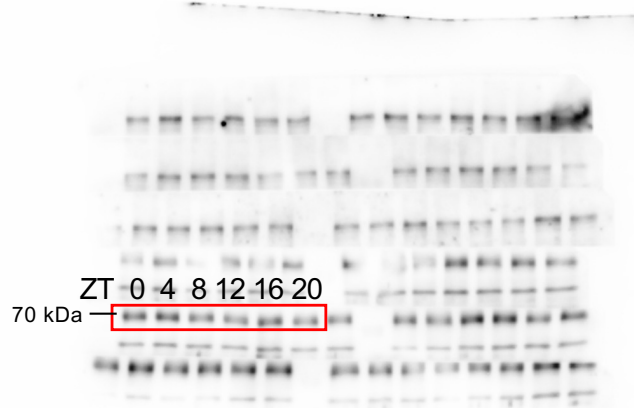

# Supplementary Fig. 6, continued

(Figure 5a)

p-Akt

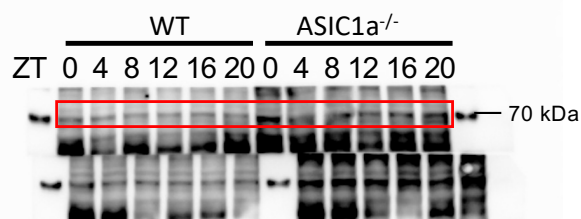

Akt

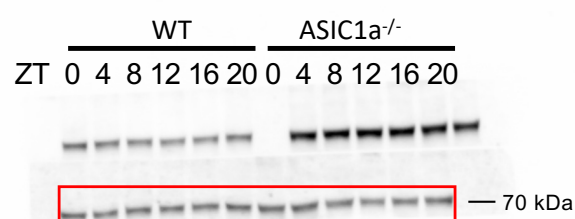

p-mTOR

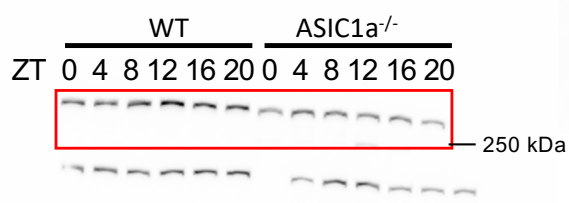

mTOR

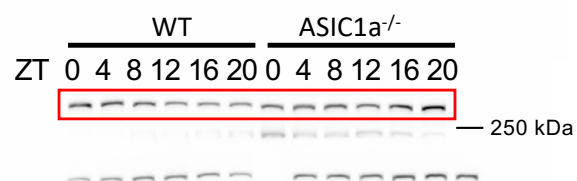

β-actin

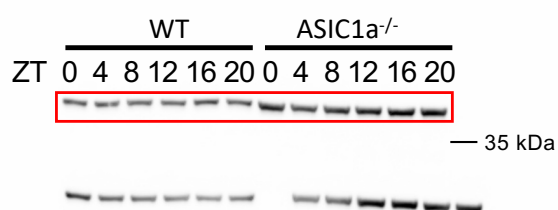

ASIC1a (Supplementary Fig. 1a)

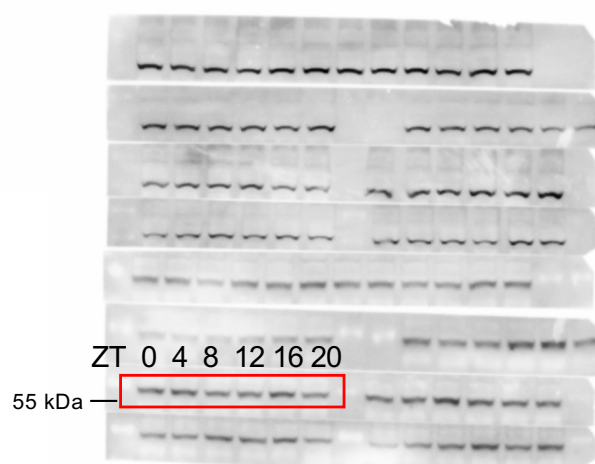

BMAL1

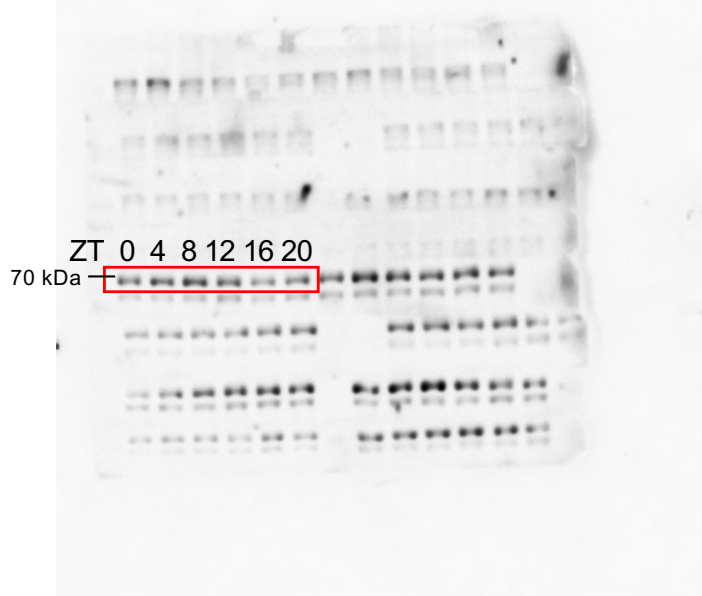

β-actin

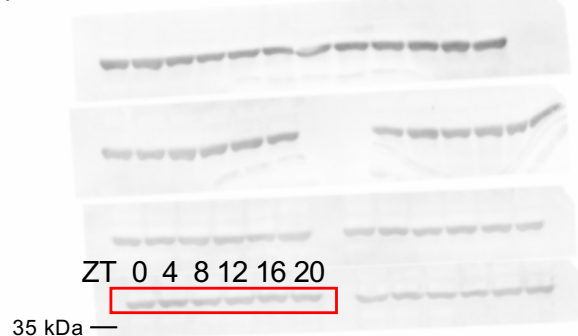

(Supplementary Figure 1b)

ASIC1a

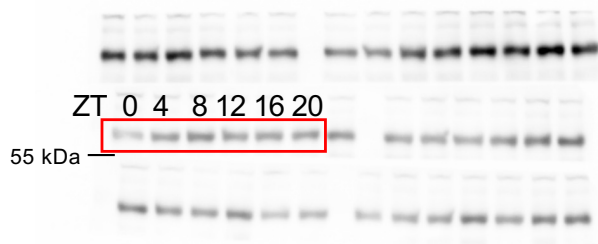

BMAL1

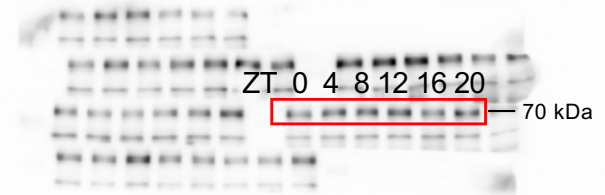

$\beta$ -actin

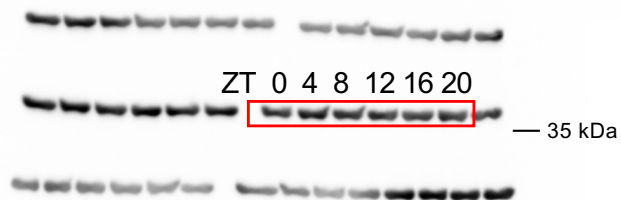

(Supplementary Figure 1c)

BMAL1

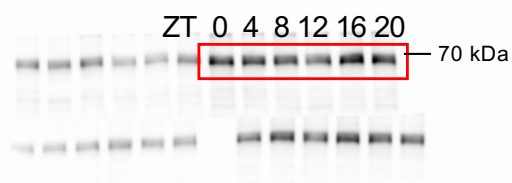

$\beta$ -actin

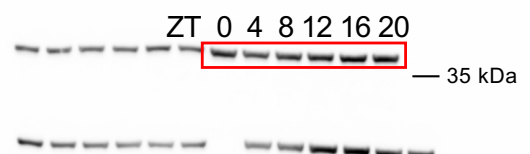

(Supplementary Figure 4c)

ASIC1a (WT)

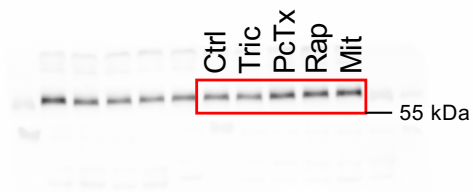

p-Akt (WT)

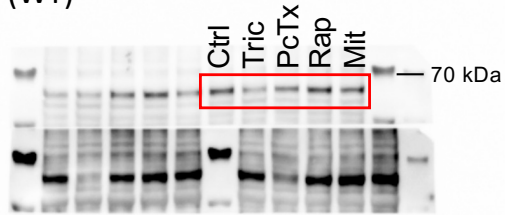

p-Akt (ASIC1a<sup>-/-</sup>)

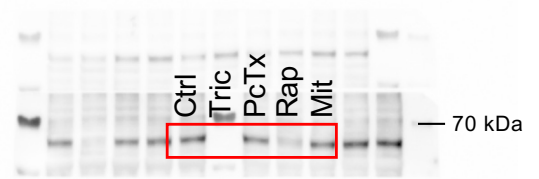

Akt (WT)

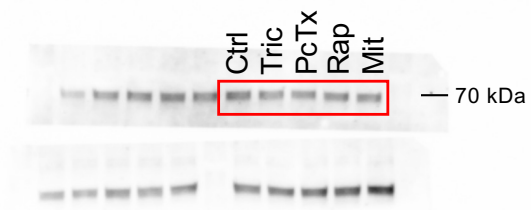

Akt (ASIC1a<sup>-/-</sup>)

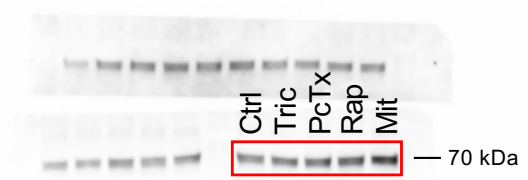

## Supplementary Fig. 6, continued

(Supplementary Figure 4c, continued)

p-mTOR (WT)

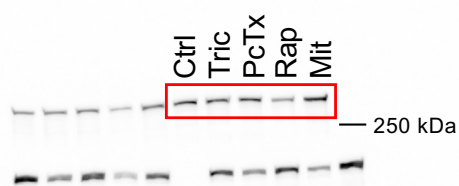

p-mTOR (ASIC1a<sup>-/-</sup>)

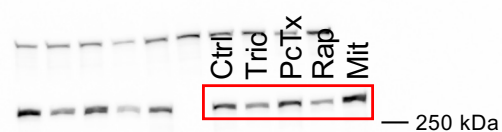

mTOR (WT)

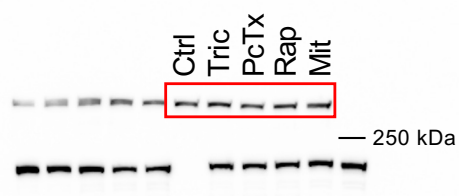

mTOR (ASIC1a<sup>-/-</sup>)

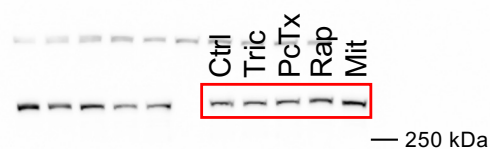

β-actin (WT)

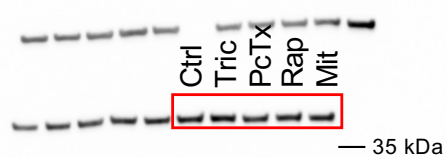

β-actin (ASIC1a<sup>-/-</sup>)

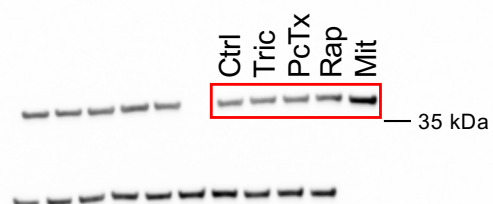

**Supplementary Table 1, Primers for RT-qPCR experiments**

| <b>Gene</b>   | <b>Forward primer</b>           | <b>Reverse primer</b>       |
|---------------|---------------------------------|-----------------------------|
| <i>Fshb</i>   | AGGGAGGAAAGGAAAGTGGA            | AGCCAGCTTCATCAGCATTT        |
| <i>Gh</i>     | ACGCGCTGCTCAAAAACCTAT           | GCTAGAAGGCACAGCTGCTT        |
| <i>Gpx2</i>   | GTGCTGATTGAGAATGTGGC            | AGGATGCTCGTTCTGCCCA         |
| <i>Prl</i>    | CTCAGGCCATCTTGGAGAAG            | TCGGAGAGAAGTCTGGCAGT        |
| <i>Tshb</i>   | TCAACACCACCATCTGTGCT            | TTGCCACACTTGCAGCTTAC        |
| <i>Asic1a</i> | CCTGCTCAACAACAGGTATG            | CTCGTCCTGACTGTGGATCT        |
| <i>Gapdh</i>  | AACGGGAAGCCCATCACC              | CATACTCAGCACCGGCCTCA        |
| <i>Bmal1</i>  | TGACCCTCATGGAAGGTTAGAA          | GGACATTGCATTGCATGTTGG       |
| <i>Ppia</i>   | AGCACTGGGGAGAAAGGATT            | CATGCCTTCTTTCACCTTCC        |
| <i>Trh</i>    | TCCTGGATCACAAAACGCCA            | CTTGTCTTGGTTGGCACGTC        |
| <i>Cers5</i>  | GACTGCTTCCAAAGCCTTGAG           | GCAGTTGGCACCATTGCTAG        |
| <i>Sgk1</i>   | GGG TGC CAA GGA TGA CTT TA      | CTC GGT AAA CTC GGG ATC AA  |
| <i>Ddit4</i>  | CAAGGCAAGAGCTGCCATAG            | CCGGTACTTAGCGTCAGGG         |
| <i>Btg2</i>   | CCCCCGGTGGCTGCCTCCTATG          | GGGTCGGGTGGCTCCTATCTA       |
| <i>Nr4a1</i>  | TCTGGTCCTCATCACTGATCGA          | AATGCGATTCTGCAGCTCTTC       |
| <i>Nr4a3</i>  | CAGTGTCGGGATGGTTAAGGAA          | CAGACGACCTCTCCTCCCTTT       |
| <i>Arl4d</i>  | GCCTCGAGGGCTGAAGACACCCCAGCTT    | CTGAATTCGCCTTGCTGATCCGGTGTA |
| <i>Egr1</i>   | GAACAACCCTATGAGCACCTGAC         | CGAGTCGTTTGGCTGGGATA        |
| <i>Egr2</i>   | TCAATGTCACTGCCGCTGAT            | AGAAATGATCTCTGCAACCAGAA     |
| <i>Egr3</i>   | GATCCACCTCAAGCAAAAGG            | CGGTGTGAAAGGGTGGAAAT        |
| <i>Hprt</i>   | CAGTCCCAGCGTCGTGATTA            | TGGCCTCCCATCTCCTTCAT        |
| <i>TrhR</i>   | CTTCTTAAACCCCATTCCTT            | TTCCTGGAAGATACAGTGCT        |
| <i>c-fos</i>  | CGAAGGGAACGGAATAAGATG           | GCTGCCAAAATAAACTCCAG        |
| <i>Fosb</i>   | ACAGATCGACTTCAGGCGGA            | GTTTGTGGGCCACCAGGAC         |
| <i>Junb</i>   | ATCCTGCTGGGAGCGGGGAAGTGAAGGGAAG | AGAGTCGTCGTGATAGAAAGGC      |

|              |                                     |                                     |
|--------------|-------------------------------------|-------------------------------------|
| <i>mTor</i>  | ATT CAA TCC ATA GCC CCG TC          | TGC ATC ACT CGT TCA TCC TG          |
| <i>Pomc</i>  | CATAGATGTGTGGAGCTGGTG               | CATCTCCGTTGCCAGGAAACAC              |
| <i>TshR</i>  | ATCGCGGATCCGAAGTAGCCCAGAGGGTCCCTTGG | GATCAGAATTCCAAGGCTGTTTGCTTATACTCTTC |
| <i>Ncor1</i> | GAAGCCACAGCAGAAGAACC                | ACGACCATGTTCTACCAGGC                |
| <i>Nr1d1</i> | CTTCATCCTCCTCCTCCTTCTA              | GTAATGTTGCTTGTGCCCTTG               |
| <i>Dio2</i>  | CTTCCTCCTAGATGCCTACAAAC             | GGCATAATTGTTACCTGATTCAGG            |
| <i>Dio3</i>  | CCGCTCTCTGCTGCTTCAC                 | CGGATGCACAAGAAATCTAAAAGC            |
| <i>Hprt</i>  | CAGTCCCAGCGTCGTGATTA                | TGGCCTCCCATCTCCTTCAT                |

---

The sequences of the primers are provided.

# Supplementary material for: ASIC1a affects hypothalamic signaling and regulates the daily rhythm of body temperature in mice
**Source:** Commun Biol. 2023 Aug 17;6:857. doi: 10.1038/s42003-023-05221-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** All source data behind the graphs in the paper.

How the deposited data were processed for this re-analysis (not part of the article)

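RNA-seq values of whole mouse hypothalamus were analysed from 16 libraries, 4 for each of WT and ASIC1a-/- mice at ZT1 and ZT13, each from a different male mouse aged 3 months. The submitters' notes name cutadapt 1.8, STAR 2.5.3a, RSEM 1.2.31 and HTSeq 0.9.1, and both GRCm38 and mm9 as builds. The methods section and the submitters' notes name different kits for RNA extraction and library preparation, which the values cannot settle. The expected counts are those the authors computed with RSEM, summed over the transcripts of a gene and not normalized. The TPM values were made by the authors with RSEM, divided by effective transcript length and scaled to the library total, and were used as deposited. Gene symbols and positions come from GENCODE mouse release 21 (Ensembl 96, GRCm38), which names 55141 of the 55401 gene identifiers; 260 had no symbol, 15 of them among the tested genes.

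The total per library was 34888522 to 42326259 (median 35750448). Counting error is small at these totals except for genes of a few counts, so the precision is set mainly by the differences between mice and the number of 4 per group. Within groups, pairs of libraries differed by more than counting error (chi-square divided by its degrees of freedom 3.18 to 11.3 over 24 pairs), so none is a copy of another. Neither the labels nor the paper give a sequencing batch or an order of dissection.

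The expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 (TMM, quasi-likelihood F test, a mean for each of the 4 groups) on the 15808 genes over 1 CPM in at least 1 library, the paper's filter. The biological coefficient of variation was 6.06%, with 12 residual and 5.83 prior degrees of freedom. The comparisons, 6 in number, were ASIC1a-/- against WT at ZT1, at ZT13 and averaged over both times, ZT13 against ZT1 in each genotype, and the interaction of genotype and time. P values were adjusted by the Benjamini-Hochberg method within a comparison, and genes were called at an adjusted p under 0.05. Standard errors were obtained from the log2 fold change and the F statistic. Log2 CPM used a prior count of 2. On simulated data for the comparison of genotypes at ZT13, the test recovered 86.6% of genes changed by 0.5 on the log2 scale, 95.5% at 1 and 100% at 2, with 3 false calls.

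Gene lists, 34 in number, covered activity-dependent genes, the circadian clock, hormone axes, glucocorticoid, heat-shock and cold-inducible genes, Akt and mTOR signalling, ion channels, and markers of the cell types and neighbouring tissues that a hypothalamus dissection could hold. They were tested with camera (limma 3.58.1) with a preset inter-gene correlation of 0.01 and again with an estimated correlation, and with fry, with p adjusted over the lists. Counts of members adjusted over the list alone used the p values of edgeR. Genes were named by a rule: the genes the paper names, the 10 highest and 10 lowest called genes per comparison with a mean of at least 1 CPM and groups that do not overlap, up to 4 members of each list with the smallest p, and genes with a library far from its group. The paper's own values in its supplement had been seen when the rule was written. *Racgap1* was named after its values were seen. Relations between genes across libraries were tested with 100000 permutations, groups of 4 mice with exact permutation tests, and the position of called genes around *Asic1* with Fisher's exact test.

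The lists, the rule for named genes, the tests and most alternatives were set before the data were examined. The alternatives were no low-count filter, edgeR's own filter, size factors of DESeq2, library size only, DESeq2 1.42.0, limma-voom, log2(TPM + 1) and log2(TPM + 0.1), unrounded counts, an adjusted or an unadjusted p under 0.005, a fit of only the 8 libraries compared, the replicate number as a block, *Gh* as a covariate, and the omission of each library in turn. Omission of the libraries high in meningeal or thalamic markers was added later. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. *Tshb*, *Dio3* and *Gpx2* fell under the filter and were not tested, and the RT-qPCR, protein and electrophysiology data of the paper are not among the deposited values.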

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

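The test of the keratin paralogs, the omission of *Nr4a1*, of *Krt90* and *Cers5* or of all 3 from the genes counted near *Asic1*, and the omission of libraries with high meningeal or thalamic markers were chosen only after the results were seen.

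The difference between genotypes changed from ZT1 to ZT13 for *Egr1* (interaction 1.08 on the log2 scale, adjusted p = 0.00015 from edgeR), *Nr4a1* (1.02, 0.00156), *Ddit4* (0.45, 0.00176) and the list of rapid immediate early genes (median 0.25, camera, adjusted p = 1.4e-18, and 0.00343 with an estimated correlation), each towards higher expression in ASIC1a-/- mice at ZT13. More cortical or striatal tissue in the ASIC1a-/- ZT13 libraries is argued against, since cortical and hippocampal markers had a median log2 fold change of 0.0059 and striatal markers of 0.019, against 1.16 for the 8 called immediate early genes. Of 10 thinnings of every library to the lowest total, 9 kept the 8 calls and 1 kept 7 (adjusted p = 0.0508 for *Nr4a3*). The lowest log2 fold change among the 8 genes was 0.581 to 0.602 over the thinnings, against 0.588 unthinned. The fold changes at equal totals cannot decide whether library size was the source, since scaling to the library total fixes them in advance. The calls show only that 7 of the 8 genes passed at equal totals in every thinning, and *Nr4a3* in 9 of 10. A genotype effect on stimulus-driven transcription in the early dark phase may underlie the pattern, and so could a difference between groups in the time from disturbance of the mice to dissection, which the labels do not record; no test separated them.

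*Krt90* was lower at both times and *Cers5* higher at ZT13, and *Racgap1*, which the paper does not report, was lower at ZT13 (-0.29 on the log2 scale, adjusted p = 0.0323), all within 10 Mb of *Asic1*. Reads of *Krt90* reassigned to its 23 keratin paralogs are argued against as the whole cause at both times: their summed CPM changed by 0.51 at ZT1 and -1.66 at ZT13 and would have had to rise by 2.70 and 3.04, which they missed by -2.59 and -5.58 standard errors. For *Krt90* and *Cers5* together, the change of the paralogs divided by that of the gene had a median of -0.37, with a spread too wide at *Cers5* to decide, so shared reads cannot be told apart from a change of that gene. Flanking sequence of another strain carried with the *Asic1* allele cannot be told apart from other causes: 3 of 9 genes called over both times other than *Asic1* lay within 10 Mb, against 150 of 15792 tested (odds ratio 53.2, Fisher's exact test, two-sided p = 6.8e-05), and 35.5 (p = 0.00239) without *Nr4a1*, but the places of *Krt90* and *Cers5* were known from the paper, and without them 1 of 7 lay there (odds ratio 17.7, p = 0.0638), or 2 of 13 for calls at ZT13 (19.5, p = 0.00636). The gene left over both times is *Nr4a1*, an immediate early gene. Without it as well, 0 of 6 called genes lay there, which the removal itself fixes, so this count tests nothing. At ZT13 only *Racgap1* of 12 lay there (odds ratio 9.73, Fisher's exact test, p = 0.106). An effect of the altered locus on its neighbours predicts the same for genes close by, and the genotype at these genes was not measured. *Racgap1* lies at -18.7 kb and *Cers5* at 33.8 kb from *Asic1*, and *Krt90* at 1851 kb.

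*Prl* stood far above its group in WT ZT13 replicate 1, at a log2 CPM of 3.18 against 0.47 to 0.77 in the other 3, and *Gh* in ASIC1a-/- ZT1 replicate 2, at 3.53 against 1.59 to 1.75. Anterior pituitary tissue left on the hypothalamus is a candidate explanation for the lower *Prl* in ASIC1a-/- mice at ZT13. It rests on *Gh* alone, which *Prl* followed within groups with r = 0.874. Within groups r was 0.12 with *Cga*, 0.32 with *Tshb*, 0.27 with *Pomc* and -0.18 with *Lhb*. Few counts, little variation or another source limit these as markers. The anterior pituitary markers did not pass as a list at ZT13 (camera). Pituitary tissue cannot be told apart from a change of *Prl* itself, because 4 mice against 4 leave open whether *Prl* fell by more than *Gh*. Their fitted log2 fold changes were -3.84 and -2.74, a difference of -1.10 (SE 1.04, with both estimates taken as independent), and the difference of *Prl* and *Gh* within libraries changed by -0.66 (exact permutation test, two-sided p = 0.229). A regulation of hypothalamic *Prl* by ASIC1a stays open as well, and for these mice would need tissue free of pituitary. In cultured embryonic hypothalamic neurons the paper reports that MitTx, which activates ASIC1a, raised *Prl* in WT but not ASIC1a-/- cells. The ASIC1a inhibitor PcTx1 did not lower it. The paper also reports that *Prl* in the pituitary of WT mice was lower at ZT13 than at ZT1, opposite to the hypothalamus.

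Of 184 tests for a library far from its group, 11 were positive where 9.2 are expected by chance, about 1 in 20. *Arl4d* was at a log2 CPM of 2.19 in ASIC1a-/- ZT13 replicate 2, against 2.93 to 2.98 in the other 3. *Mtor* was at 7.28 in ASIC1a-/- ZT1 replicate 1, against 7.24 in the others, and *Akt2* at 5.50 in WT ZT13 replicate 3, against 5.66 to 5.67. The mean log2 deviation of the anterior pituitary markers was -0.80 in WT ZT1 replicate 2, against -1.48 to -1.37, and -0.56 in WT ZT13 replicate 3, against 1.25 to 1.56. Ependymal markers were at 0.18 in WT ZT13 replicate 4, against -0.10 to -0.08, and markers of oligodendrocyte precursors at 0.29 in ASIC1a-/- ZT13 replicate 2, against -0.08 to -0.03. Markers of the meninges were at 0.11 in WT ZT1 replicate 3, against -0.44 to -0.39, and at 1.44 in ASIC1a-/- ZT13 replicate 2, against -0.70 to -0.47.

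The paper does not report the differences between times by RNA-seq, which passed for 2099 genes in WT and 1792 genes in ASIC1a-/- mice. For each count of called genes, the real grouping was the only 1 of the splits that called as many, at ZT1 only with *Asic1* counted. With 35 splits the smallest possible share is 1 in 35, with 60 it is 1 in 60, without adjustment over the 6 comparisons. Chance is thus argued against for these counts but not excluded. The real grouping called 2 genes at ZT1, where the highest of the other splits of 35 called 1. Of these 2 genes 1 is *Asic1*, the gene altered in the mice, so this count does not argue against chance for *Krt90* at ZT1. It called 16 at ZT13, where the highest other called 1. It called 2099 between times in WT, where the highest other called 2, and 1792 in ASIC1a-/- mice, where the highest other called 20. With the genotypes drawn anew within each time, in 60 splits, it called 10 genes over both times, where the highest other called 7, and 3 in the interaction, where the highest other called 1.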

How the results depend on the processing

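The omissions of libraries high in meningeal or thalamic markers, the omissions of single libraries for gene lists and the changes to the genes counted near *Asic1* were chosen after the data were seen. Of the values of single genes and gene lists under the alternatives, 11423 kept their side of the threshold, 367 lost their call and 119 gained one. Another 8, of genes called in the main fit, turned direction. A turn of direction in a value without a call, such as *Fosb* at ZT1 with log2(TPM + 1), was not counted. Of 116 called values of named genes, 65 were called under every alternative and 51 lost the call under at least 1; *Krt90* at ZT1 and *Egr1*, *Egr2*, *Nr4a1*, *Btg2*, *Ddit4*, *Fos*, *Fosb* and *Junb* at ZT13 lost none. Beyond fewer genes or libraries tested, the cause of a change was not tested. Depth limits genes of few counts, such as *1700016P03Rik*.

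Without the low-count filter the counts of called genes were 15 at ZT1 (2 with it), 29 at ZT13 (16), 20 over both times (10) and 17 in the interaction (3). DESeq2 called 7, 30, 23 and 13, and an unadjusted p under 0.005 gave 100, 76, 102 and 62. An adjusted p under 0.005 gave 6 over both times, 616 between times in WT (2099) and 491 in ASIC1a-/- mice (1792). Log2(TPM + 1) and log2(TPM + 0.1) both gave 1 at ZT1 and 6 over both times, with 879 and 882 between times in WT and 971 and 969 in ASIC1a-/- mice. They turned *Asic1* to 0.22 and 0.23 at ZT1, 0.32 and 0.33 at ZT13, and 0.27 and 0.28 over both times. This follows from the length used in TPM. With *Gh* as a covariate the counts were 16 over both times, 260 and 1009 between times in WT and ASIC1a-/- mice and 0 in the interaction (edgeR; without the covariate 618 genes had an unadjusted p under 0.05). The change of *Prl* between times in WT mice was then -0.77 (SE 0.619, adjusted p = 0.595), not distinct from 0. *Gh* itself was at -0.0086, which its own level as the covariate fixes near 0, so this says nothing of *Gh*. The replicate block gave 5 in the interaction.

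Nothing in the labels pairs libraries of the same replicate number in different groups. Of 24 such pairs, 4 had a correlation of group-centred levels over 0.1 and 8 correlated best with their own number. Of these 4, 3 were WT with ASIC1a-/- at ZT13, for replicates 1 (0.143), 2 (0.172) and 3 (0.234), each best with its own number, but not replicate 4 (-0.093), a hint of pairing at ZT13 from the data and not the design. With the replicate number as a block, 15 genes were called at ZT13, 13 of them among the 16 called without it.

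With each library left out in turn, the counts were 2 to 5 at ZT1 (5 without WT ZT1 replicate 1), 12 to 19 at ZT13, 7 to 13 over both times, 1320 to 2190 in WT (1320 without WT ZT13 replicate 4, 1394 without WT ZT1 replicate 4), 1162 to 1827 in ASIC1a-/- mice (1162 without ASIC1a-/- ZT13 replicate 1) and 3 to 7 in the interaction (7 without WT ZT13 replicate 4, 6 without ASIC1a-/- ZT13 replicate 2, 5 without WT ZT1 replicate 2). Without ASIC1a-/- ZT1 replicate 4 and ASIC1a-/- ZT13 replicate 2, both high in meningeal markers, they were 1099 in ASIC1a-/- mice and 6 in the interaction; without WT ZT1 replicate 4 as well, high in thalamic markers, 1390 in WT, 981 in ASIC1a-/- mice and 5 in the interaction.

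The lists called by camera were 6 at ZT1, 10 at ZT13, 10 over both times, 5 and 9 between times in WT and ASIC1a-/- mice, and 9 in the interaction; with an estimated correlation they were 0, 2, 3, 0, 3 and 2 (fry called 3, 4, 5, 5, 12 and 2). The camera counts include the list of heat map genes, which the study chose on these samples, except at ZT1 and, with an estimated correlation, between times in WT mice. Without the 3 libraries they were 5 over both times and 4 in the interaction, with log2(TPM + 0.1) 14 between times in ASIC1a-/- mice, and without the genes of the heat map 5 in the interaction. With each library left out they were 4 to 9 in the interaction (4 without WT ZT1 replicate 4 or ASIC1a-/- ZT13 replicate 4). The correlation of *Prl* with *Gh* within groups was 0.874, and 0.85 to 0.91 with a library left out. It was 0.12 with *Cga*, 0.32 with *Tshb*, 0.27 with *Pomc* and -0.18 with *Lhb* in place of *Gh*. *Lhb* had 0 counts in 14 of 16 libraries and *Tshb* 0 to 26 counts per library, and *Pomc* varied little (33.8 to 59.8 CPM), and *Cga* is also made in the pars tuberalis, so these 4 values cannot show whether *Prl* follows pituitary tissue. The odds ratio near *Asic1* was 61.6 within 5 Mb, 27.7 within 20 Mb, 38.9 for calls at ZT13 and 70.9 with *Asic1* counted. Without *Krt90* and *Cers5* it was 17.7, past the threshold no more with 7 genes left. Without *Nr4a1* too it was 0, which the removal of all 3 called genes there fixes, or 9.73 for calls at ZT13. Calls at ZT1 gave no finite value.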

Differences from the paper's values

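The values here differ from the paper's in 3 of 34 log2 differences by RNA-seq, in 15 of 30 by RT-qPCR and in 1 of 5 counts, with the alternatives set before the data were examined. A log2 difference was taken to differ when its sign differed or its gap was over the larger of the paper's error and the SD here, and a count when one was over 1.5 times the other or only one was 0. The paper's values were computed from its supplementary tables as log2 differences between ASIC1a-/- and WT mice, with the pooled SD as error. RT-qPCR is another assay; the paper states that it was done on the same RNA samples, but its tables hold 4 to 5 mice per group against 4 here, so the mice are not all the same. By sign alone, with a gap within that error, *Egr2* and *Fosb* at ZT1 differ by RNA-seq, and *Cers5*, *Ddit4*, *Egr2* and *Sgk1* at ZT1 by RT-qPCR.

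By RNA-seq, the paper's value for *Asic1* at ZT13 is -0.45 and the value here -0.48, which fell within the paper's without WT ZT13 replicate 4 or without ASIC1a-/- ZT13 replicate 2 and under no other of 30 alternatives. For *Egr2* at ZT1 the paper's value is -0.037 and the value here 0.011; they did not differ without WT ZT1 replicate 1, WT ZT1 replicate 3 or ASIC1a-/- ZT1 replicate 3, and differed in sign under the rest of 29. For *Fosb* at ZT1 the paper's value is -0.018 and the value here 0.060; they did not differ with log2(TPM + 1), log2(TPM + 0.1), *Gh* as a covariate, or without ASIC1a-/- ZT1 replicate 1 or replicate 4. The largest gap among the 34 is 0.10 on the log2 scale.

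By RT-qPCR the paper's primers for *Asic1* are named for *Asic1a*, and the value here is of the whole gene, so those values are not of the same target. Under every alternative, these values differed: *Asic1* at ZT1 (-3.80 by RT-qPCR in the paper and -0.62 here) and ZT13 (-3.96 by RT-qPCR in the paper and -0.48 here), *Btg2* at ZT13 (0.25 by RT-qPCR in the paper and 0.71 here), *Cers5* at ZT1 (-0.075 by RT-qPCR in the paper and 0.22 here) and *Ddit4* at ZT1 (0.16 by RT-qPCR in the paper and -0.057 here). The same held for *Egr2* at ZT13 (-0.37 by RT-qPCR in the paper and 2.39 here), *Fosb* at ZT1 (-1.02 by RT-qPCR in the paper and 0.060 here), *Junb* at ZT13 (-0.54 by RT-qPCR in the paper and 0.82 here) and *Nr4a3* at ZT1 (0.63 by RT-qPCR in the paper and 0.14 here). *Egr1* at ZT13 was 1.07 by RT-qPCR in the paper and 1.27 here, and *Fosb* at ZT13 1.13 by RT-qPCR in the paper and 1.60 here; both fell within the paper's error with log2(TPM + 1), without WT ZT13 replicate 3 or without ASIC1a-/- ZT13 replicate 1 only. *Egr2* at ZT1 was -0.27 by RT-qPCR in the paper and 0.011 here, and did not differ without WT ZT1 replicate 1, WT ZT1 replicate 3 or ASIC1a-/- ZT1 replicate 3 only. *Fos* was -0.27 by RT-qPCR in the paper and 0.13 here at ZT1, which did not differ with *Gh* as a covariate only, and 0.78 by RT-qPCR in the paper and 1.16 here at ZT13, which did not differ without WT ZT13 replicate 3 only. *Sgk1* at ZT1 was -0.14 by RT-qPCR in the paper and 0.052 here, and did not differ without ASIC1a-/- ZT1 replicate 4 only.

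The paper counts 1 gene higher in ASIC1a-/- mice at ZT1 and here the count is 0 by edgeR (1107 genes with an unadjusted p under 0.05, DESeq2 3, limma-voom 0); it was 1 without WT ZT1 replicate 3 or without ASIC1a-/- ZT1 replicate 3, 2 without WT ZT1 replicate 1 and 10 without the low-count filter. The paper counts 18 genes at either time and, *Asic1* left out, 13 higher and 3 lower at ZT13, and here the counts are 16, 13 and 2. The counts here are at an adjusted p under 0.05. The paper's legend gives p < 0.005 without saying whether p was adjusted; at that threshold 10 were higher and 1 lower at ZT13 with p adjusted, and 49 and 26 with p unadjusted, and at ZT1 the count of higher genes was 0 and 53. The paper calls *Cers5* higher at ZT1, where the adjusted p here is 0.0749, and *Cers5* passed without the low-count filter, with DESeq2, at an unadjusted p under 0.005 and without WT ZT1 replicate 3. It calls *Prl* lower at ZT13, where the adjusted p here is 0.105, and *Prl* passed without the low-count filter, at an unadjusted p under 0.005 and with the replicate block. It calls *Egr3* higher at ZT13, where the adjusted p here is 0.0553, and *Egr3* passed without the low-count filter, with DESeq2 or limma-voom, at an unadjusted p under 0.005, and without ASIC1a-/- ZT1 replicate 3, WT ZT13 replicate 1 or ASIC1a-/- ZT13 replicate 2. It does not name *Racgap1*, which passed here at ZT13. By RT-qPCR the paper states that *Nr4a3* was higher in WT mice at ZT1, where its supplementary values give 0.63, which is higher in ASIC1a-/- mice, and here *Nr4a3* was at 0.14 (adjusted p = 0.836). By RT-qPCR the paper states an increase of *Junb* from ZT1 to ZT13 in WT but not in ASIC1a-/- mice; here its log2 fold change was 0.58 in WT (adjusted p = 0.00521) and 1.16 in ASIC1a-/- mice (adjusted p = 1.0e-05).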

Other observations

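The omissions of single libraries for gene lists and of the libraries high in meningeal or thalamic markers were chosen after the results were seen. In the hypothalamus more genes passed between the early dark and the early light phase than between genotypes, among them hormone-responsive, clock and temperature-responsive genes. From ZT1 to ZT13, 1188 genes were higher and 911 lower in WT mice, and 1062 were higher and 730 lower in ASIC1a-/- mice. Of the higher genes 669 were shared, against 79.8 expected if the calls were independent, and of the lower genes 423, against 42.1. The split changed with the scaling. With log2(TPM + 1) it was 437 higher and 442 lower in WT mice, and 763 and 208 in ASIC1a-/- mice. With library size only it was 1231 and 879 in WT mice, and 1297 and 563 in ASIC1a-/- mice. Glucocorticoid-responsive genes rose, 10 of 21 in WT and 14 in ASIC1a-/- mice (13 and 14 when adjusted over the list alone; camera, adjusted p = 5.6e-09 in WT and 5.1e-15 in ASIC1a-/- mice, and adjusted p = 0.101 and 0.00806 with an estimated correlation). Among them were *Plin4* (3.01 in WT, adjusted p = 3.0e-10, and 2.60 in ASIC1a-/- mice, adjusted p = 1.4e-09), which encodes a lipid droplet protein, and *Tsc22d3* (0.60 and 0.76), *Zbtb16* (1.74 in WT) and *Fkbp5* (0.67 in WT), which are induced by the glucocorticoid receptor. Of 23 clock genes, 9 were higher and 2 lower in each genotype (11 and 2 when adjusted over the list alone; camera, adjusted p = 0.00073 in WT and 0.00086 in ASIC1a-/- mice, and adjusted p = 0.402 and 0.258 with an estimated correlation). *Per2* (0.60 in WT, adjusted p = 3.1e-05, and 0.49 in ASIC1a-/- mice, adjusted p = 0.00024) and *Dbp* (0.48 in WT, adjusted p = 1.3e-05, and 0.40 in ASIC1a-/- mice, adjusted p = 8.2e-05) were higher at ZT13, and *Arntl* (-0.33 in WT, adjusted p = 0.00028, and -0.21 in ASIC1a-/- mice, adjusted p = 0.00788), which encodes BMAL1, was lower.

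Both cold-inducible RNA-binding protein genes, *Rbm3* (0.83 in WT, adjusted p = 2.2e-07, and 0.77 in ASIC1a-/- mice, adjusted p = 5.2e-07) and *Cirbp* (0.30 and 0.24), were higher at ZT13 in both genotypes (camera, adjusted p = 0.00197 in WT and 0.00195 in ASIC1a-/- mice, and adjusted p = 0.167 and 0.110 with an estimated correlation). Of 14 heat-shock genes, 1 was higher and 6 lower in WT and 1 higher and 7 lower in ASIC1a-/- mice (1 and 7 in each when adjusted over the list alone; camera, adjusted p = 0.0166 in WT and 0.00053 in ASIC1a-/- mice, and adjusted p = 0.687 and 0.467 with an estimated correlation), with *Hsph1* (-0.24 and -0.24) and *Hspa8* (-0.16 and -0.16) among the lower; the list in WT mice also lost its call without WT ZT1 replicate 2 (0.0668) or WT ZT13 replicate 3 (0.0726), with an adjusted p of 0.00208 to 0.687 over the alternatives. *Fabp7* (-1.60 in WT, adjusted p = 5.7e-12, and -1.59 in ASIC1a-/- mice, adjusted p = 6.3e-12), a fatty acid-binding protein of astrocytes, fell in both genotypes. So did *Mmp14* (-1.18 and -1.04), a membrane metalloproteinase, *Opalin* (-0.60 and -0.52), a myelin protein, and the endothelial genes *Kdr* (-0.66 and -0.55) and *Cldn5* (-0.41 and -0.37), but the 10 endothelial markers did not pass as a list (camera, adjusted p = 0.384 in WT and 0.799 in ASIC1a-/- mice, and adjusted p = 0.723 and 0.944 with an estimated correlation). Of 40 rapid immediate early genes, 6 were higher in WT and 18 in ASIC1a-/- mice at ZT13 (6 and 22 when adjusted over the list alone; camera, adjusted p = 0.164 in WT and 9.9e-13 in ASIC1a-/- mice, and adjusted p = 0.687 and 0.0116 with an estimated correlation). In ASIC1a-/- mice, *Th* (-0.85, adjusted p = 0.0244), *Ddc* (-0.53) and *Slc18a2* (-0.51), which make and store dopamine, fell from ZT1 to ZT13. *Chrna6* (-1.42) and *Slc10a4* (-1.31), which midbrain dopamine neurons express, fell too, as did *Chrnb3* (-1.31, adjusted p = 0.0464) and *En1* (-2.14, adjusted p = 0.0480), a midbrain transcription factor. *Chrna6* lost its call without ASIC1a-/- ZT1 replicate 2 (0.0695), ASIC1a-/- ZT1 replicate 4 (0.0725), ASIC1a-/- ZT13 replicate 2 (0.0631) or ASIC1a-/- ZT13 replicate 4 (0.0589), and *Slc10a4* without ASIC1a-/- ZT1 replicate 2 (0.0946), ASIC1a-/- ZT1 replicate 4 (0.0897), ASIC1a-/- ZT13 replicate 2 (0.0891) or ASIC1a-/- ZT13 replicate 4 (0.0797). *Chrnb3* lost it without WT ZT1 replicate 2 (0.0513), WT ZT1 replicate 3 (0.0548), ASIC1a-/- ZT1 replicate 2 (0.111), ASIC1a-/- ZT1 replicate 4 (0.122), WT ZT13 replicate 2 (0.0537), WT ZT13 replicate 3 (0.0575), ASIC1a-/- ZT13 replicate 1 (0.0712), ASIC1a-/- ZT13 replicate 2 (0.111), ASIC1a-/- ZT13 replicate 3 (0.0602) or ASIC1a-/- ZT13 replicate 4 (0.0982), and *En1* without WT ZT1 replicate 3 (0.0568), WT ZT1 replicate 4 (0.0579), ASIC1a-/- ZT1 replicate 2 (0.129), ASIC1a-/- ZT1 replicate 4 (0.0957), WT ZT13 replicate 2 (0.0529), WT ZT13 replicate 3 (0.0563), ASIC1a-/- ZT13 replicate 1 (0.0880), ASIC1a-/- ZT13 replicate 2 (0.112) or ASIC1a-/- ZT13 replicate 4 (0.103). Midbrain neurons also make *Th* and *Ddc*, so the fall of these genes is not assigned to the hypothalamus.

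Averaged over both times, 7 of 11 microglia markers were higher in ASIC1a-/- mice when adjusted over the list alone and none over all genes by edgeR, with a median log2 fold change of 0.088 (camera, adjusted p = 2.6e-08, and adjusted p = 0.0368 with an estimated correlation). The adjusted p of this list was 3.5e-09 to 0.0368 over the alternatives. Markers of oligodendrocytes were at 0.087 (adjusted p = 0.00092, and adjusted p = 0.504 with an estimated correlation), endothelial markers at 0.11 (adjusted p = 0.00137, and adjusted p = 0.471 with an estimated correlation) and mural markers at 0.14 (adjusted p = 0.0207, and adjusted p = 0.504 with an estimated correlation). The mural list lost its call without WT ZT1 replicate 1 (0.0758), WT ZT1 replicate 2 (0.0519), ASIC1a-/- ZT1 replicate 4 (0.210), WT ZT13 replicate 3 (0.0538), WT ZT13 replicate 4 (0.0560) or ASIC1a-/- ZT13 replicate 2 (0.213). Meningeal markers were at a median of 0.97 (adjusted p = 0.00092, and adjusted p = 0.504 with an estimated correlation). The endothelial, mural and meningeal lists lost their calls without the 2 libraries high in meningeal markers, and the meningeal list had an adjusted p of 2.4e-05 to 0.973 over the alternatives.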
